# Omental macrophages secrete chemokine ligands that promote ovarian cancer colonization of the omentum via CCR1

**DOI:** 10.1038/s42003-020-01246-z

**Published:** 2020-09-22

**Authors:** Venkatesh Krishnan, Supreeti Tallapragada, Bruce Schaar, Kalika Kamat, Anita M. Chanana, Yue Zhang, Sonia Patel, Vinita Parkash, Carrie Rinker-Schaeffer, Ann K. Folkins, Erinn B. Rankin, Oliver Dorigo

**Keywords:** Ovarian cancer, Phagocytes, Chemokines

## Abstract

The omentum is the most common site of ovarian cancer metastasis. Immune cell clusters called milky spots are found throughout the omentum. It is however unknown if these immune cells contribute to ovarian cancer metastasis. Here we report that omental macrophages promote the migration and colonization of ovarian cancer cells to the omentum through the secretion of chemokine ligands that interact with chemokine receptor 1 (CCR1). We found that depletion of macrophages reduces ovarian cancer colonization of the omentum. RNA-sequencing of macrophages isolated from mouse omentum and mesenteric adipose tissue revealed a specific enrichment of chemokine ligand CCL6 in omental macrophages. CCL6 and the human homolog CCL23 were both necessary and sufficient to promote ovarian cancer migration by activating ERK1/2 and PI3K pathways. Importantly, inhibition of CCR1 reduced ovarian cancer colonization. These findings demonstrate a critical mechanism of omental macrophage induced colonization by ovarian cancer cells via CCR1 signaling.

## Abstract (web summary)

Krishnan et al. find that CCR1 ligands CCL6 and CCL23 secreted by murine and human macrophages, respectively, enhance metastatic colonization of ovarian cancer cells to the omentum in manner dependent on chemokine receptor 1 (CCR1). This study suggests that targeting CCR1 or CCL23 in ovarian cancer may be a therapeutic strategy.

## Introduction

Ovarian cancer is the seventh most common cancer in women with 300,000 new cases and 185,000 deaths worldwide in 2018^1^. In 2020, an estimated 21,750 new cases of ovarian cancer will be diagnosed in the USA and 13,940 women will die from the disease^2^. Ovarian cancer originates in the ovary or fallopian tube and metastasizes throughout the peritoneal cavity^3^. Metastatic disease, rather than the primary tumor, is the cause of ovarian cancer-related deaths^4^. However, the fundamental mechanisms that support intraperitoneal metastasis are not well understood.

The omentum is a preferred metastatic site for ovarian cancer cells. The majority of women diagnosed with high grade serous ovarian cancer present with omental metastases^5–7^. In experimental models of ovarian cancer, ovarian cancer cells metastasize to the omentum within 1–6 h of injection^8^. The omentum is an adipose tissue that contains secondary lymphoid structures with a variety of cell types, including adipocytes, blood vessels, and clusters of leukocytes known as milky spots^9–15^. Milky spots contain macrophages, B, T, and NK cells, which rapidly efflux into the peritoneum during pathogenic challenge^10,16^. While various cell types, including neutrophils, mesothelial cells, and adipocytes, have been shown to support ovarian cancer metastasis to the omentum, little is known regarding the role of tissue-resident immune cells in omental metastasis^7,15,17^.

Macrophages enhance metastasis in several cancer models. In breast cancer, macrophages facilitate the early hematogenous dissemination of cancer cells from the primary tumor by altering vascular permeability and facilitating migration into the bloodstream^18^. Chemokines enhance the interactions between cancer cells and macrophages in a chemokine cascade that promotes breast cancer metastasis^19^. In ovarian cancer, macrophage-driven inflammation can promote intraperitoneal metastasis and ascites production^20^. Specific subsets of omental macrophages might be involved in promoting metastasis to the omentum^17^.

In this study, we describe the role of omental macrophage-derived chemokine ligands in promoting ovarian cancer cell colonization of the omentum. Gene expression profiling of mouse omental macrophages compared to mesenteric adipose macrophages shows distinct gene expression patterns with significant upregulation of the chemokine ligand CCL6 prior to and during colonization of the omentum by ovarian cancer cells. CCL6 induces the migration of ovarian cancer cells as an important step in colonization via the chemokine receptor CCR1. Furthermore, inactivation of CCR1 in mouse ovarian cancer cells blocks CLL6 induced migration and abolishes their ability to colonize the omentum. In ovarian cancer patients, the expression of CCR1 is associated with a poorer prognosis. In addition, CCL23, the human homolog of CCL6, is expressed on macrophages isolated from human omentum. These observations validate the importance of CCR1 and its ligand CCL23 in human ovarian cancer.

## Results

### Omentum as a niche for ovarian cancer metastasis

The omental vasculature is characterized by the presence of numerous branching blood vessels ending in glomerulus-like capillary beds near the periphery of the omentum. Immune cells aggregate around and within these capillary beds to form milky spots. The milky spots contain clusters of monocytes (CD11b^+^), B cells, macrophages, CD11c^+^ cells, and T cells all under a gap in the mesothelial lining (Fig. 1a). The endothelial lining of the capillaries and the overlying mesothelium are adapted to facilitate the transmigration of immune cells. Additional structural elements are provided by, fibroblasts, mesenchymal cells, collagen, and elastic fibers (Fig. 1a).

**Fig. 1:**
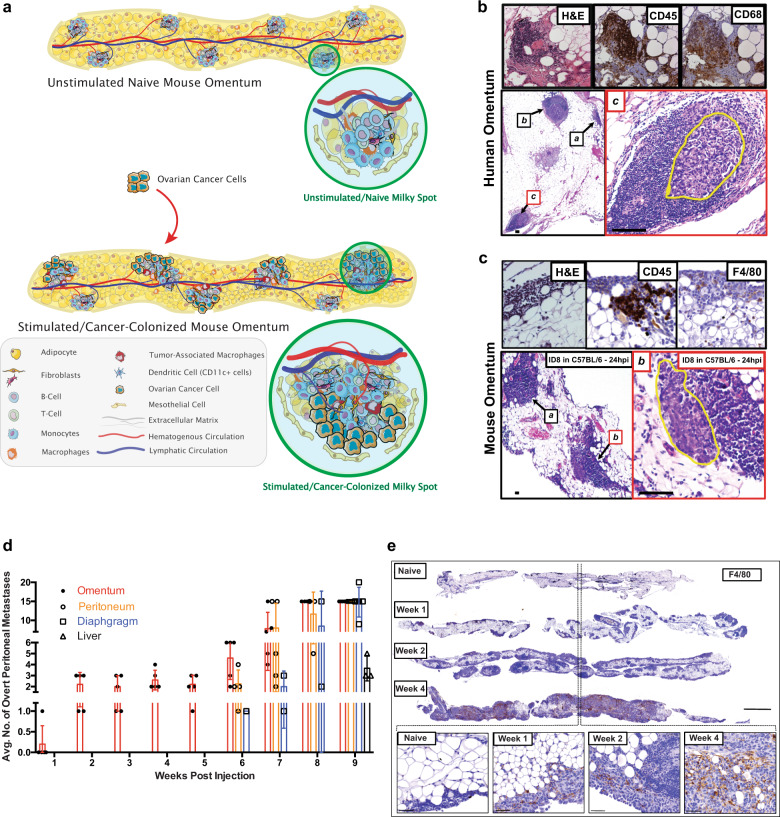
Omentum as a niche for ovarian cancer metastasis. **a** Representation of a naïve unstimulated milky spot and ovarian cancer metastasis activated milky spots within the mouse omentum. The number of macrophages associated with the expanding cancer-immune cells regions increase and cancer cells grow past milky spots into the central adipose region, eventually replacing it. **b**, **c** Omental milky spots can be detected in human and mouse samples. IHC of naive omental tissue sections stained for H&E, CD45 and macrophages (mouse F4/80 and human CD68). Uninvolved milky spot in human (**b**; inset **a**, **b**) and mouse (**c**; inset **a**). Microscopic ovarian metastases were identified within milky spots in human omenta (**b**; inset **c**), and mouse (**c**; inset **b**); scale bar = 100 µm. **d** C57BL/6 mice were injected with ID8 cancer cells and overt (>1 mm) peritoneal metastases over a period of 9 weeks were quantitated for metastatic spread within the abdomen (*n* = 6). **e** Representative digital scans of whole mouse omental sections stained for F4/80. Milky spots at week 0 (naive un-injected omentum) and week 1, week 2, week 3, week 4, post injection of ID8 cells. (Bottom) ×40 magnification of milky spot regions at each time point. (Scale bar = 1×, 1000 μM; 40×, 50 μM).

To investigate the role of tissue-resident macrophages in metastatic colonization to the omentum, we first verified the presence of macrophages in milky spots in naive human and murine omentum (Fig. 1b, c). Interestingly, in omenta from ovarian cancer patients without gross disease, microscopic metastases were restricted to milky spots and were not observed in the adipose tissue at this early stage (Fig. 1b). Similarly, microscopic metastases in murine omentum were localized and confined to the milky spots at early timepoints (24 h) after intraperitoneal (i.p.) injection of ID8 cells (Fig. 1c).

We next studied the dynamics of intraperitoneal metastasis in our murine ovarian cancer model. ID8 murine ovarian cancer cells were injected i.p. into C57BL/6 mice and the anatomic distribution of metastatic colonization was followed over time. Interestingly, the omentum was the first site of macroscopic metastases within one week of injection and remained the only site of peritoneal metastasis for 6 weeks after which metastases appeared at other sites (Fig. 1d). This is similar to observations in patients with ovarian cancer who frequently present with omental metastasis upon diagnosis but may not have other sites of significant disease burden^5,6^. Milky spots increased in number and size after cancer cell colonization at week 1 post injection. The number of immune cells, in particular macrophages, was found to increase by week 2. We observed continued expansion of tumor from milky spots into the adipose tissue of the omentum following early colonization (Fig. 1e). These findings suggest that the immune cell-rich milky spots are sites of early metastasis of ovarian cancer cells within the omentum.

### Macrophages promote ovarian cancer colonization of the omentum

Previous studies have demonstrated in both murine (ID8) and human ovarian cancer models (CaOV3, HeyA8, or SKOV3ip.1) that colonization of the omentum was independent of B-, T-, and NK- cells^21^. To determine the role of macrophages in omental colonization, we depleted macrophages in C57BL/6 and athymic nude mice using clodronate liposomes prior to i.p. injection of mouse ID8 or human SKOV3ip.1 ovarian cancer cells, respectively (Fig. 2a). Strikingly, we observed an 11-fold reduction in the ovarian cancer burden in the omentum of macrophage depleted mice at 7 days following i.p. injection of tumor cells (Fig. 2b). Interestingly, when macrophages were depleted using clodronate liposome three days after injection of SKOV3ip.1 cells, we failed to observe a decrease in omental colonization. (Supplementary Fig. 1). These findings support our hypothesis that macrophages are crucial for the initiation of ovarian cancer colonization of the omentum.

**Fig. 2:**
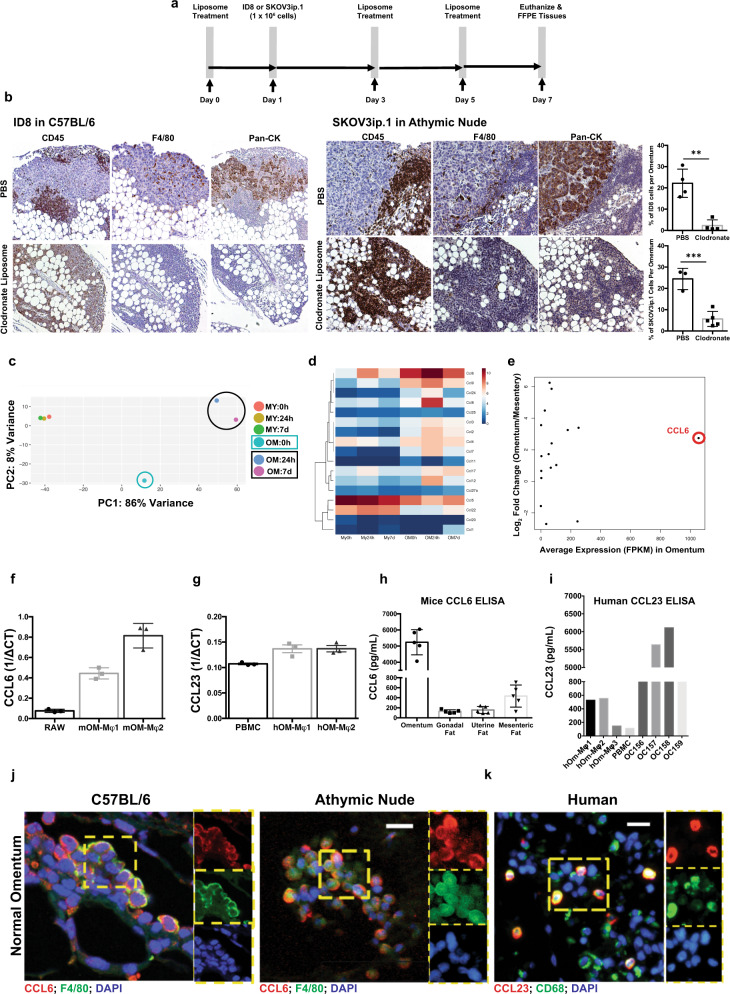
Ovarian cancer cell colonization of the omentum is macrophage dependent. **a** Experimental design of clodronate liposome treatment for 7 dpi of ID8/SKOV3ip.1 in vivo metastasis assay. **b** Representative omental images of IHC for lymphocytes (CD45), macrophages (F4/80) and cancer cells (pan-CK). Quantification of DAB (pan-CK) staining area for each model is shown on the right (*p < 0.05; *n* = 3). (**c**–**e**) **c** Principal-component analysis (PCA) of genes expressed in the omental (OM) and mesenteric (MY) adipose tissue macrophages. Each data point represents macrophages derived from three omenta (*n* = 3). **d** Heat map of all chemokines expressed in (**c**). **e** Plot of chemokine genes highly upregulated in naive omental macrophages compared to naive mesenteric macrophages (timepoint zero). **f** Gene expression analysis of CCL6 on mouse naive omental macrophages isolated from C57BL/6 mice (*n* = 2) by q-RT PCR. RAW 264.7 cells were used as positive control. **g** Gene expression analysis of CCL23 on human omental macrophages isolated from patient with benign disease (*n* = 2). PBMCs were used as positive control. **h** ELISA of CCL6 levels in conditioned media generated from weight matched naive omentum and peritoneal adipose tissues (*n* = 3). **i** ELISA of CCL23 levels on conditioned media generated from benign patient samples. Omental macrophages (hOM-Mϕ1, 2, and 3) and whole-omental-tissue (OC157, 158, and 159) each represent a different benign sample. Conditioned media derived from PBMCs were used as control. **j** Immunofluorescence staining for co-localization of CCL6 (red) and F4/80 (green) and nuclei (blue, DAPI) on naive omental tissue from C57BL/6 and athymic nude mice. **k** Similarly, CCL23 (red) and CD68 (green) on the human omentum derived from benign patient samples. (scale bar = 20 µm).

### Omental macrophage-derived conditioned media promote migration of ovarian cancer cells

Our findings above indicate an important role for omental macrophages in metastatic colonization of ovarian cancer. Therefore, we investigated whether omental macrophages can induce migration of ovarian cancer cells as an important aspect of metastatic colonization. For this purpose, CD11b^+^ cells were isolated from normal mouse omenta and cultured to generate conditioned media (Supplementary Fig. 2a). CD11b^+^ cells isolated from murine gonadal fat were used for comparison since our prior studies had demonstrated a lack of early metastasis to intraperitoneal adipose outside of the omentum^21^. Conditioned media generated by CD11b^+^ cells isolated from mouse omenta significantly increased migration of ID8 ovarian cancer cells (Supplementary Fig. 2b). Compared to conditioned media from omental CD11b^+^ cells, conditioned media from gonadal fat CD11b^+^ cells had only minor effects on ovarian cancer cell migration. To validate these findings in human tissue, we isolated macrophages from human omentum collected from individuals with benign disease (CD45^+^CD14^+^CD68^+^ cells; Supplementary Fig. 3b). Similar to the effects shown in murine CD11b^+^ cells, all human macrophage conditioned media significantly enhanced the migration of human SKOV3.ip1 cells (Supplementary Fig. 2d). These findings suggest that omental macrophages secrete chemoattractants into the tumor microenvironment that enhance migration and, therefore, the metastatic potential of ovarian cancer cells.

### RNA-sequencing of omental macrophage reveals distinct gene expression patterns

We next investigated the mechanisms that regulate the omental macrophage-induced colonization of the omentum. For this purpose, changes in gene expression were studied in macrophages during the omental colonization process. Macrophages (CD45^+^/CD11b^+^/F4/80^+^) were isolated from mouse omenta prior to injection of ID8 cells, and 24 hours and seven days post-injection (dpi). RNA sequencing analysis was performed on macrophages at the respective time points (Supplementary Fig. 3a). 

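RNA of sorted macrophages was sequenced from 2 tissues, the omentum (OM) and the mesenteric adipose tissue (MY), at 3 time points: before the injection of ID8 cells (naive, 0 h), and 24 h and 7 d after it. ID8 is a mouse ovarian carcinoma line of the C57BL/6 background. Each of the 6 conditions had 1 library, so no value below has a replicate check, no p-value is given between conditions, and a difference between 2 libraries describes those libraries. The legend of Fig. 2 gives 3 omenta for the macrophages of each data point. The paper reports between 43000000 and 66000000 paired-end reads of 75 bases per sample. The authors aligned the reads to the mouse genome NCBI37/mm9 with STAR and deposited 1 table of fragments per kilobase per 1000000 aligned reads (FPKM) by gene symbol, made with Cufflinks. FPKM carries no read counts, so the number of reads behind a value is not known from the table. The FPKM values summed to 620700 in OM 0h, 713863 in OM 24h, 560290 in OM 7d, 526887 in MY 0h, 572553 in MY 24h and 536503 in MY 7d. The commonest ratio of low FPKM values between libraries gave a rough depth relative to MY 0h of 0.853 for OM 0h, 1.01 for OM 24h, 1.49 for OM 7d, 1.22 for MY 24h and 1.27 for MY 7d. The 50 highest genes held between 23.9% (MY 7d) and 31.2% (OM 24h) of the FPKM of a library. From the table, fold changes were computed on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. A gene was counted as expressed at an FPKM of at least 1 in at least 1 library, and as changed at a difference of at least 2-fold. The paper's methods use this threshold to choose genes for gene set enrichment. The pseudocount, the filter on low values and the scaling between libraries are the choices that could change these numbers.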

RNA isolated from mesenteric adipose tissue macrophages was used for comparison. Hierarchical clustering and principal-component analysis (PCA) of 12756 genes expressed by omental macrophages during intraperitoneal metastasis resulted in various important observations. 

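In the deposited table, 13064 genes had an FPKM of at least 1 in at least 1 of the 6 libraries. Of the genes in the table, 12537 reached this level in an omental library and 11732 in a mesenteric one. The number ranged most under the filter, from 9926 genes with an FPKM of at least 1 in every library to 18955 genes above 0 in at least 1 library. A PCA of the log2(FPKM + 1) values of the expressed genes, centred and not scaled, placed 64.0% of the variance on the first component and 15.4% on the second. On the first component the omental libraries scored 21.4 (OM 0h), 75.1 (OM 24h) and 65.4 (OM 7d), and the mesenteric libraries scored -57.2 (MY 0h), -51.8 (MY 24h) and -52.8 (MY 7d). On the second component OM 0h scored 50.8 and OM 24h scored -37.1. With only the 500 most variable genes, the first component held 78.4% and the second 8.26%. Average-linkage clustering on Euclidean distances joined the mesenteric libraries to each other, joined OM 24h to OM 7d and then to OM 0h, and merged the tissues last. Distances ran from 52.2 to 60.6 within the mesentery, from 83.2 to 104.3 within the omentum and from 101.7 to 143.0 between the tissues. The lowest distance between tissues (OM 0h to MY 7d) was thus below the distance from OM 0h to OM 24h.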

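Between the naive libraries, 2119 of the expressed genes (16.2%) differed at least 2-fold, with 1068 higher and 1051 lower in OM 0h than in MY 0h. This number moved most with a pseudocount of 5, which left 1033 genes. Among genes with an FPKM of at least 10 in at least 1 of the 2 libraries, the 5 largest log2 fold changes toward the omentum were those of Retnla (7.22, FPKM 3681 against 23.6), Fos (6.32, 729.8 against 8.17), Dcn (6.27, 188.9 against 1.46), Col3a1 (6.21, 80.5 against 0.0973) and Fcrls (6.19, 104.9 against 0.451). Dcn and Col3a1 are on the list of fibroblast genes used here, and Fos is on the list of genes induced by tissue dissociation. Toward the mesentery they were Cd209b (-6.50, 2.59 against 323.6), Apol7c (-6.03, 12.1 against 853.3) and Gm8221 (-5.76, 0.597 against 85.4), together with the short RNA genes Mir7050 and Snord35b, which were listed at 0 in OM 0h. Across all 3 time points, 634 genes were at least 2-fold apart between every omental and every mesenteric library, 357 of them higher in the omentum and 277 lower. The 9 other ways to split the 6 libraries into 3 and 3 gave between 0 and 19 such genes.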

First, naive omental macrophages showed a gene signature distinct from mesenteric adipose tissue-derived macrophages before injection of ID8 cells (1283 genes were differentially expressed between omentum and mesentery derived macrophages). Second, omental macrophages showed a significant change in gene expression after the injection of ID8 cells, while there was no change in the gene signature from mesenteric adipose tissue-derived macrophages. 

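In the omentum, 2396 genes differed at least 2-fold between OM 24h and OM 0h (1554 higher, 842 lower) and 1688 between OM 7d and OM 0h (1432 higher, 256 lower). Of these, 994 passed the threshold at both times, 937 of them in the same direction. In the mesentery, 565 genes differed between MY 24h and MY 0h (366 higher, 199 lower) and 364 between MY 7d and MY 0h (65 higher, 299 lower), with 120 shared and 115 of those in the same direction. Between OM 24h and MY 24h, 3145 genes differed, and between OM 7d and MY 7d, 2494. The changes at 24 h had 243 genes in common between the tissues, 213 in the same direction and 30 in opposite directions. The changes at 7 d had 85 in common, 50 in the same direction and 35 in opposite directions. Restricted to genes with an FPKM of at least 10 in at least 1 of the 2 libraries, a filter chosen after the data had been seen, the change at 24 h covered 1398 genes in the omentum and 327 in the mesentery.

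**Figure D1:**
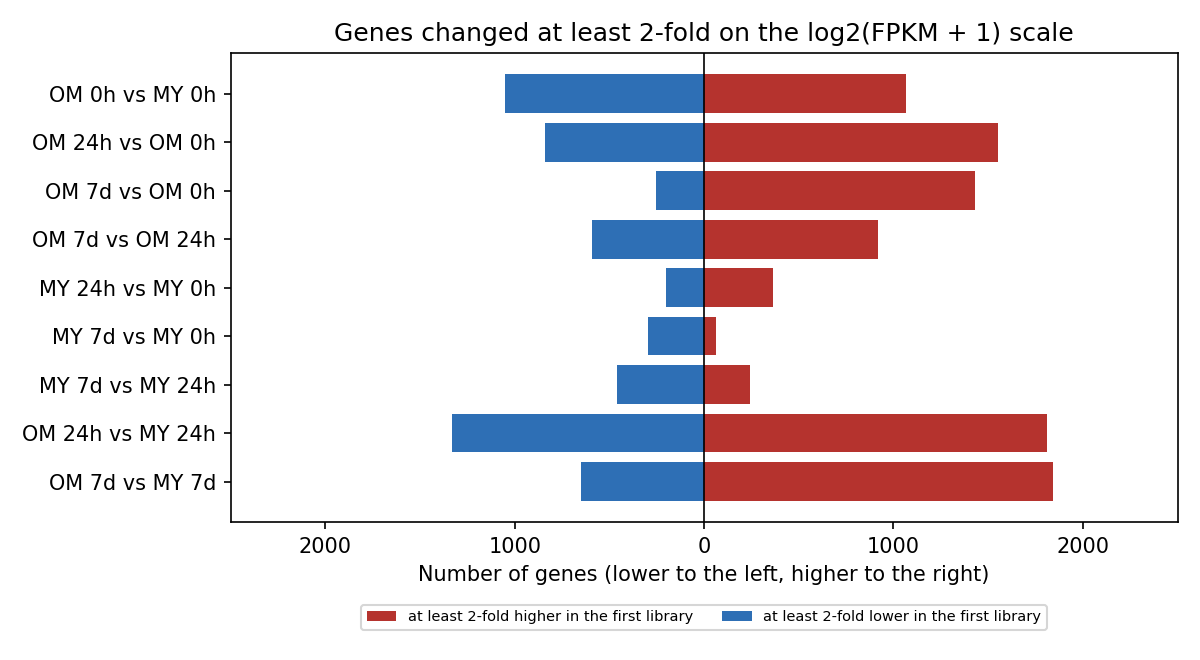
Number of genes at least 2-fold higher (red, to the right) or lower (blue, to the left) in the first library of each comparison, on the log2(FPKM + 1) scale, with 1 library per condition. The bars over time are longer for the omentum (2396 and 1688 genes against OM 0h) than for the mesentery (565 and 364 against MY 0h). The counts do not separate out changes in the share of cell types.

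The largest rises at 24 h in the omentum, among genes at an FPKM of 10 or more in either library, were those of Amhr2 (log2 fold change 7.32, FPKM 222.9 against 0.398), Arg1 (7.19, 213.2 against 0.463) and Lgals2 (5.66, 57.1 against 0.149), with Tmem184a and Tspan8 rising from a listed 0 to an FPKM of 56.8 and 52.1. Amhr2 stood at 315.4 at 7 d. Gzma fell from 142.0 to 2.37 and Cma1 from 24.6 to 0.0838 at 24 h. Lists of marker genes of cell types also changed in OM 24h against OM 0h. The mean of the NK cell list changed by -3.98 and that of the mast cell list by -2.48. The B and T cell lists changed by -2.10 and -1.62, while the macrophage list rose by 2.14 and the neutrophil list by 0.83. A change in the share of cell types is therefore not excluded as a source of part of the changes at 24 h. Cd74, Snord104 and Mir1894 were listed at 0 in OM 24h. For Cd74, the FPKM was at least 11323 in the other 5 libraries.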

(Fig. 2c). Genes expressed in omental macrophages at 24 h and 7 dpi were significantly enriched for cell adhesion, immune response, cytokine-cytokine receptor interaction, and chemotaxis (Supplementary Fig. 3c). 

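No gene set annotation was used here, so the families were defined by gene symbol: chemokine ligands (30 expressed genes), chemokine receptors (22), interleukins and their receptors (54), the TNF superfamily and its receptors (39) and cell adhesion molecules (69). The median log2 fold change of each family was placed among the medians of 10000 random gene lists of the same size and mean expression, which describes these libraries and is not a test between conditions. Chemokine ligands had a median of 1.19 in OM 24h against OM 0h and of 0.56 in OM 7d against OM 0h, both above every random list. At 24 h, 19 of them were at least 2-fold higher and 3 lower. The random lists were matched on expression and not on cell type. The list of macrophage marker genes rose by 2.14 at 24 h, so a larger share of macrophage RNA may account for the chemokine median at that time. At 7 d the macrophage list changed by -0.13. Cell adhesion molecules had a median of 0.25 at 24 h (percentile 98.8) and of 0.66 at 7 d, the latter above every random list. When only genes with an FPKM of at least 1 in every library were kept, the adhesion median became 0.04 at 24 h and -0.23 at 7 d. Under all alternatives the value at 24 h lay between 0.04 and 0.32. Interleukins and their receptors stood at -0.05 at 24 h (percentile 27.2) and at 0.28 at 7 d (percentile 99.8). The value at 7 d fell to 0.02 with the same filter and to 0.09 with a pseudocount of 5. It rose under the other alternatives, to at most 0.47 after rescaling to a sum of 1000000. Chemokine receptors stood at -0.40 at 24 h (percentile 0.37) and at -0.07 at 7 d (percentile 22.3), the latter turning to 0.07 after rescaling each library to a sum of 1000000. The TNF superfamily stood at -0.28 at 24 h (percentile 1.11) and at -0.01 at 7 d (percentile 43.0). Among genes expressed in every library these values turned to 0.55 and 0.25. The value at 7 d also turned to 0.02 after the median-ratio rescaling and to 0.15 after rescaling to a sum of 1000000. After that last rescaling the median of all genes was -0.16 at 24 h and 0.13 at 7 d.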

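Ccl6 lies on the minus strand of chromosome 11 of NCBIM37, the assembly also called mm9, from 83401384 to 83406589. The annotation gives it 4 exons and a coding transcript of 1440 bases. None of the 1366 windows of 75 bases in this transcript was found in a coding transcript of another gene (0 shared windows). Its FPKM was 777 in OM 0h and 34.3 in MY 0h, a ratio of 22.7 and a log2 fold change of 4.46. Among 30 expressed chemokine ligand genes, Ccl6 had the largest difference in FPKM toward the omentum between the naive libraries (742.7) and the third largest fold change, after Pf4 (5.47) and Cxcl2 (5.24). Its rank by fold change moved most, to 10, when the means of the 3 time points were compared in place of the naive libraries. Among the 16 chemokines of Fig. 2d that were expressed, all of them CC ligands, its rank was 1, but 4 with a pseudocount of 0.1, where Ccl24, Ccl7 and Ccl9 were above it. The gene names of Fig. 2d were read by eye. Ccl9 followed with 4.34 (FPKM 146.9 against 6.29), then Ccl7 with 3.68, Ccl24 with 3.67 and Ccl2 with 3.60. In all, 13 chemokine ligands were at least 2-fold higher in OM 0h and 5 were lower. The lowest were Ccl22 at -3.27 (19.9 against 199.5) and Ccl5 at -2.51 (344.6 against 1969).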

Among the chemokines, CCL6 was found to be the gene with the highest fold upregulation in naive omental macrophages compared to naive mesenteric macrophages (timepoint zero). In addition, we observed a significant increase of CCL6 expression in omental but not mesenteric macrophages during colonization (Fig. 2d, e). 

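The FPKM of Ccl6 in the omentum rose to 1901 at 24 h, a log2 fold change of 1.29, and stood at 489.3 at 7 d, a log2 fold change of -0.67 against OM 0h. In the mesentery it rose to 281.7 at 24 h, a log2 fold change of 3.00, and stood at 81.7 at 7 d, a log2 fold change of 1.23 against MY 0h. It was higher in the omentum than in the mesentery by 2.75 at 24 h and by 2.57 at 7 d. Ccl6 had the highest FPKM of the chemokine ligands in each of the 3 omental libraries, while Ccl5 had it in each mesenteric library. Other chemokines of Fig. 2d rose further in the omentum at 24 h: Ccl12 by 4.42 (FPKM 182.1), Ccl8 by 3.98 (FPKM 681.1), Ccl7 by 2.35 (FPKM 124.8), Ccl2 by 2.13 (FPKM 130.4), Ccl24 by 1.73 (FPKM 57.2) and Ccl17 by 1.63 (FPKM 66.6). Ccr1, which encodes the receptor of CCL6, had an FPKM of 65.7, 127.8 and 48.2 in OM 0h, OM 24h and OM 7d, and of 2.81, 8.58 and 5.40 in MY 0h, MY 24h and MY 7d.

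**Figure D2:**
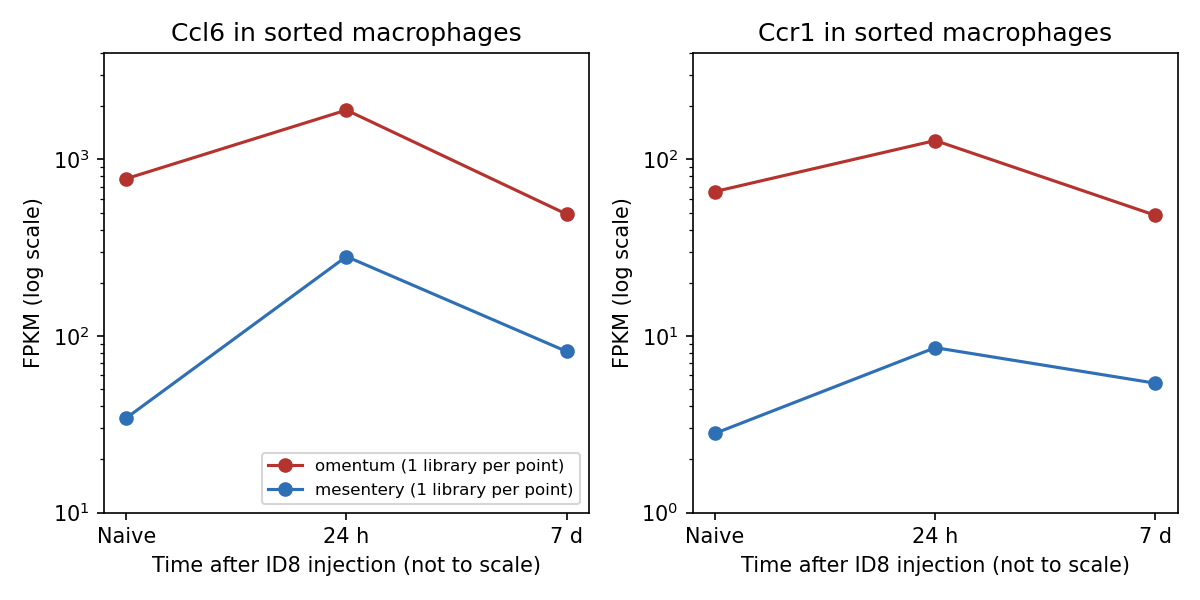
FPKM of Ccl6 (left) and Ccr1 (right) on log axes in sorted macrophages of the omentum (red) and the mesentery (blue), with 1 library per point and time points spaced evenly. Both genes were highest at 24 h in each tissue, with Ccl6 at 1901 and 281.7.

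Because CCL6 is expressed mainly by macrophages, the paper hypothesizes that CCL6 from macrophages might promote early omental metastasis through CCR1 on ovarian cancer cells.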

Since CCL6 is expressed primarily by macrophages^22–24^, we hypothesized that macrophage-derived CCL6 might promote early omental metastasis by interaction with its receptor CCR1 expressed on ovarian cancer cells.

We validated the expression of CCL6 and CCL23 in flow-sorted mouse or human omental macrophages, respectively by qRT-PCR (Fig. 2f, g). Conditioned media generated from naive mouse omenta contained high levels of secreted CCL6 (Fig. 2h). High levels of CCL23 were also detected in conditioned media from whole human omentum without tumor and human omentum derived macrophages (Fig. 2i). Immunofluorescence staining of tissue sections further confirmed the presence of CCL6-expressing F4/80^+^ macrophages in mouse omenta and CCL23-expressing CD68^+^ macrophages in human omenta (Fig. 2j, k).

### CCL6 and CCL23 promote ovarian cancer migration

We hypothesized that CCL6 and CCL23 are important mediators of colonization in our mouse model and in human omentum respectively. Both chemokine ligands can induce migration which is a crucial aspect of colonization. Therefore, we investigated the ability of CCL6 and CCL23 to enhance migration of mouse and human ovarian cancer cell lines. Both murine ID8 and human SKOV3ip.1 cell lines showed a concentration-dependent migration toward CCL6 and CCL23 (Fig. 3a, b). This effect was not due to increased cell proliferation as neither ID8 nor SKOV3ip.1 cells cultured in serum-free medium in the presence of 100 ng/mL CCL6 or 200 ng/mL CCL23 showed differences in cell proliferation (Fig. 3c). Antibody-mediated neutralization of CCL6 abrogated the migration of ID8 cells toward mouse omentum-conditioned media (Fig. 3d). Similarly, induction of SKOV3ip.1 migration toward conditioned media from human omentum was blocked by CCL23 neutralizing antibody (Fig. 3e).

**Fig. 3:**
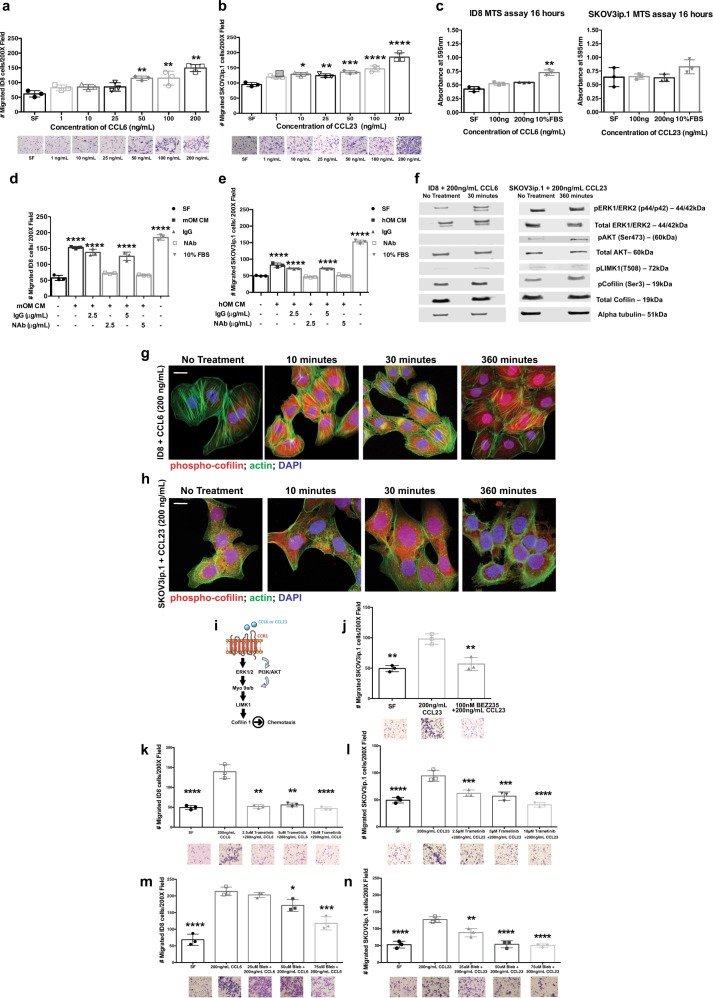
Ovarian cancer cells show enhanced migration toward CCL6/CCL23 by activating Myosin9 via the Cofilin signaling in vitro. **a**, **b** Transwell migration assay of ID8/SKOV3ip.1 cells toward varying concentrations of CCL6 and CCL23 with representative crystal violet staining. Statistical significance (*p < 0.05) was determined for all conditions versus the serum-free media control by ordinary one-way ANOVA analysis. **c** Quantitation of cell proliferation of ID8/SKOV3ip.1 cells in the presence of CCL6/CCL23 (100 ng/mL–200 ng/mL) by MTS assay. 10% FBS was used as the positive control. **d**, **e** Transwell migration assays with ID8 cells in the presence of anti-CCL6 (2.5 μg/mL and 5 μg/mL; *n* = 3) toward mouse omental conditioned media and SKOV3ip.1 cells toward human omental conditioned media in the presence of anti-CCL23 (2.5 μg/mL–5 μg/mL; *n* = 3). Statistical significance was determined by two-way ANOVA analysis for each condition corresponding to the serum-free (SF) control (*p < 0.05). **f** Western blot analysis of ID8 treated with CCL6 (200 ng/mL) and SKOV3ip.1 treated with CCL23 (200 ng/mL) (*n* = 3). **g**, **h** Immunofluorescence staining for phospho-cofilin (red), actin cytoskeleton (green), and nuclei (blue, DAPI) on ID8 and SKOV3ip.1 ovarian cancer cells treated with CCL6 or CCL23, respectively, at different time points (*n* = 3); (scale bar = 20 µm). **i** Schematic representation of the CCR1-CCL6/CCL23 signaling pathway leading to increased migratory potential of the ovarian cancer cells. **j** Transwell migration assay of SKOV3ip.1 toward CCL23 treated with BEZ235 (PI3K Inhibitor) (**p < 0.008). **k**, **l** Transwell migration assay of ID8 toward CCL6 and SKOV3ip.1 cells toward CCL23 treated with trametinib (MEK inhibitor). **m**, **n** Transwell migration assay of ID8 toward CCL6 and SKOV3ip.1 cells toward CCL23 treated with blebbistatin (myosin inhibitor). Statistical significance was determined by two-way ANOVA analysis with Tukey’s multiple comparison *t*-test with each condition compared to the 200 ng/mL CCL23 treatment condition.

To better understand the cellular mechanisms of CCL6 and CCL23 mediated migration, we performed microarray gene expression analysis on CCL6 treated ID8 cells. We found that CCL6 induced upregulation of 98 genes and downregulation of 108 genes. Upregulated genes were clustered in pathways that regulate cell migration, such as integrin-mediated cell adhesion, MAPK signaling pathway, and signaling by RhoGTPases (Supplementary Table 1). Among important regulators of migration, Myosin 9A (Myo9A), LIMK1, and Cofilin were significantly upregulated in CCL6 treated ID8 cells compared to untreated cells (Supplementary Fig. 4a–c). Phospho-proteomic profiling of CCL6 treated ID8 cells and CCL23 treated SKOV3ip.1 cells showed increased levels of pERK1/2 in both cell lines and increased pAkt in SKOV3ip.1 cells (Supplementary Fig. 4d, e). pERK1/2 and pAkt regulate migration in part by phosphorylating LIMK1 and p-Cofilin^25–28^ (Fig. 3f and Supplementary Fig. 4f–i). We confirmed the upregulation of p-cofilin by immunofluorescence in both ID8 and SKOV3ip.1 as early as 10 min post treatment with CCL6 and CCL23, respectively (Fig. 3g, h). We hypothesized that phosphorylation of ERK1/2 by CCL6 and CCL23 regulates MYO9A, which modulates downstream p-LIMK1 and p-Cofilin in the migration pathway (Fig. 3i). In vitro migration of ID8 and SKOV3ip.1 cells toward CCL6 or CCL23 was inhibited by pharmacologic targeting of MEK (trametinib) and PI3K pathway (BEZ235) respectively (Fig. 3j–l). In addition, inhibition of Myosin-9 (blebbistatin) resulted in a two-fold decreased migration of both ID8 and SKOV3ip.1 cells toward CCL6 and CCL23, respectively (Fig. 3m, n). The concentrations of BEZ235, trametinib and blebbistatin used in the migration assays did not affect the viability of ovarian cancer cells (Supplementary Fig. 4j–n). Our findings suggest that CCL6 or CCL23 induce migration by activating the ERK and PI3-Kinase pathways resulting in enhanced downstream signaling via MYO9A and p-Cofilin.

### Genetic and pharmacological inhibition of CCR1 in human and mouse ovarian cancer cells reduces migration toward CCL6/CCL23

CCL6 and CCL23 signal through the CCR1 chemokine receptor. To determine the role of CCR1 in macrophage-induced omental colonization, we first verified the expression of CCR1 in ID8 and SKOV3ip.1 cells (Supplementary Fig. 5a). CCR1 was expressed in ID8 and SKOV3ip.1 derived tumor tissue (Fig. 4a, b). The functional importance of CCR1 in CCL6 and CCL23 induced migration was examined in ID8 and SKOV3ip.1 cells with deletion of *CCR1* by CRISPR-Cas9. Deletion of *CCR1* was verified by sequencing the targeted locus and by qRT-PCR for CCR1 expression (Supplementary Fig. 5b–e). Induction of migration by CCL6 was completely abrogated in ID8-*CCR1*-null cells. (Fig. 4c). Similarly, *CCR1*-deleted SKOV3ip.1 cells failed to respond to CCL23 induced migration (Fig. 4d). No differences in tumor cell proliferation or viability were observed in the *CCR1*-null cell lines relative to the parental cells (Supplementary Fig. 5f, g). We next utilized a small molecule inhibitor of CCR1 (UCB35625) to investigate the therapeutic potential of CCR1 blockade in reducing ovarian cancer migration. CCR1 inhibition by UCB35625 blocked CCL6 and CCL23 induced migration of ID8 and SKOV3ip.1, respectively (Fig. 4e, f).

**Fig. 4:**
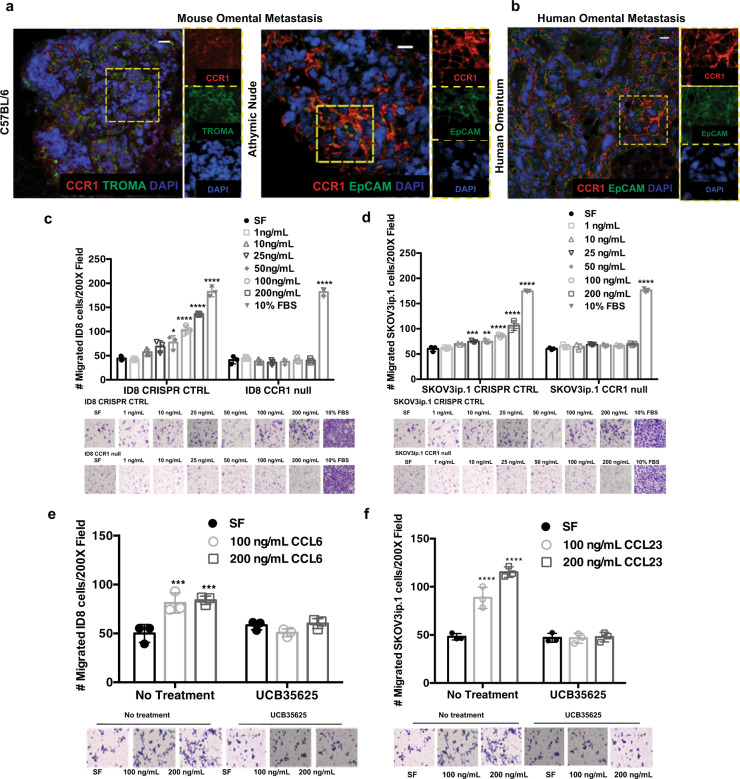
Genomic deletion and pharmacological inhibition of CCR1 in human and mouse ovarian cancer cells inhibits their migratory capacity toward CCL6/CCL23 in vitro. **a** Immunofluorescence for CCR1 (red), cytokeratin (green), and nuclei (blue, DAPI) on ID8 cells metastasized to omentum in C57BL/6 and athymic nude mice (scale bar = 20 µm). **b** Immunofluorescence for CCR1 (red), EPCAM (green), and nuclei (blue, DAPI) on omenta derived from patients with high-grade serous cancer (scale bar = 20 µm). **c**, **d** Transwell migration assay of ID8 and SKOV3ip.1 with genomic deletion of CCR1 toward CCL6 and CCL23. **e**, **f** Transwell migration assay of ID8 and SKOV3ip.1 toward CCL6 and CCL23 with pharmacological inhibition of CCR1 using a small molecule antagonist UCB35625 (100 nM). Data shown represent mean and s.d of technical replicates (*n* = 3) for each condition. Statistical significance was determined by ordinary two-way ANOVA analysis comparing each condition to serum free (SF) media (**p < 0.005; ****p < 0.0001).

### *CCR1* knock-down in ovarian cancer cells reduces colonization of the omentum

We next studied if CCR1 is important in omental colonization by ovarian cancer cells in vivo. mRuby-labeled ID8 parental cells and ID8-*CCR1*-null cells were injected i.p. into C57BL/6 mice. At 24 hours post-injection (hpi) and seven dpi, omenta were harvested and assessed for metastasis by histology and flow cytometry (Fig. 5a). Numerous foci of ID8 parental (control) cells were observed within the milky spots of the omentum 24 hpi and seven dpi. At both time points, omental tissue contained significantly less ID8-*CCR1*-null cells compared to ID8-CRISPR-control cells with a three-fold reduction at 24 h and a seven-fold reduction at 7 days post injection (Fig. 5b–d and Supplementary Fig. 6a–f).

**Fig. 5:**
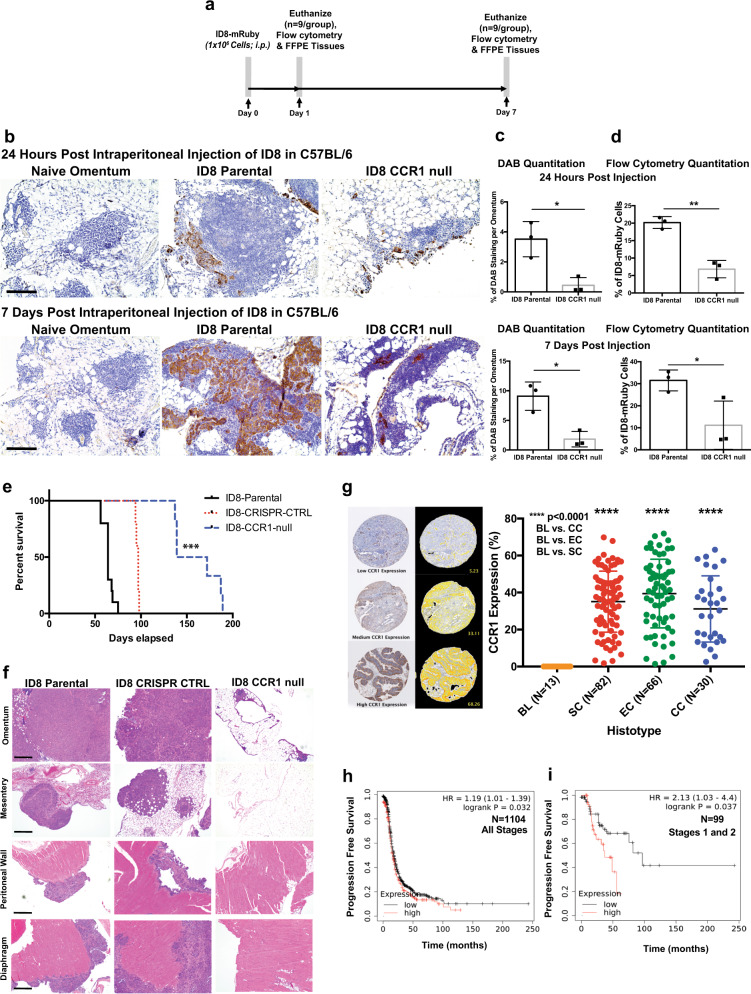
Colonization of the omentum is disrupted by CCR1 knock-down in the cancer cells. **a** Schematic of experimental design for the 24hpi and 7dpi of ID8 in vivo metastasis assay. **b** Representative sections of omenta collected at 24 hpi and 7 dpi of stained for CK8/18 by IHC (scale bar = 100 µm). **c** Quantification of DAB staining area as an indicator of ID8 cancer cell burden in omental tissues. **d** Quantitation of flow cytometry analysis of ID8-mRUBY cells colonizing omentum at 24 hpi and 7 dpi (*p < 0.05). **e** Kaplan–Meier curve showing percent-survival after i.p injection of ID8- parental, CRISPR-Control, or *CCR1*-null cells (**p < 0.001) (*n* = 6/group). **f** Representative H&E stained peritoneal tissues at experimental end point. H&E images of ID8-*CCR1*-null group are from mice euthanized at 97 days, the experimental end point of the ID8-CRISPR-Control group. (scale bar = 100 µm). **g** Examples of 3 patient cores of endometrioid histology from a tissue microarray stained for CCR1 and IHC quantitation of CCR1 levels in a tissue microarray with different ovarian cancer histologies (****p < 0.0001). **h**, **i** Kaplan–Meier survival analysis (log-rank test) of CCR1 expression on progression free survival of serous ovarian cancer patients in **h** all stages and **i** stages I and II.

We then determined whether CCR1 is associated with a more aggressive in vivo progression of tumor growth and its impact on survival. ID8-parental, ID8-CRISPR-Control, or ID8-*CCR1*-null cells were injected i.p. into mice. Mice injected with ID8-*CCR1*-null cells had a significantly slower progression of tumor growth and longer survival compared to mice injected with ID8-CRISPR-Control or ID8 parental cells (Fig. 5e). After 9 weeks, all mice (*n* = 5/group) injected with ID8-parental cells had developed ascites and extensive peritoneal metastases (Fig. 5f). In contrast, none of the mice injected with ID8-*CCR1*-null cells had developed ascites or other signs of disease at this time point. The median overall survival (OS) for mice injected with ID8-*CCR1*-null cells was 156 days and, therefore, significantly longer compared to both ID8-parental (OS: 64 days) and ID8-CRISPR-Control (OS: 97 days) (Fig. 5e).

The data generated in the ID8 tumor model suggests that deletion of *CCR1* expression resulted in extended survival in vivo. To assess the levels of CCR1 in clinical samples, IHC of a tissue microarray showed that CCR1 was highly expressed in epithelial ovarian cancers across different subtypes, including serous, endometrioid, and clear cell histologies. Interestingly, borderline ovarian tumors, which typically have better prognosis compared to invasive ovarian cancer, did not show any significant expression of CCR1 (Fig. 5g). Based on gene expression data from a cohort of ovarian cancer datasets, including TCGA^29^, patients with high CCR1 expression had a shortened disease-free survival compared to patients with low CCR1 expressing tumors. CCR1 expression levels in stage I and II ovarian cancer patients showed a significant difference in median progression free survival of 37 months with high CCR1 compared to 96 months with low CCR1 expression (HR 2.13; *p* = 0.032) (Fig. 5h, i). These findings lend further support to the important effect of CCR1 on the oncological outcome of ovarian cancer patients.

## Discussion

The current study, to our knowledge, identifies a novel mechanism of ovarian cancer colonization of the omentum mediated by chemokine ligands secreted by omentum resident macrophages. We demonstrate that macrophage secreted CCL6 or CCL23 promotes colonization of ovarian cancer cells to omental milky spots. Targeting of CCR1 in ovarian cancer cells leads to a significant reduction in migration and omental metastasis demonstrating the importance of CCR1 in ovarian cancer cell metastasis.

The role of macrophages or other immune-effector cells in ovarian cancer metastasis is still not well understood. We have previously demonstrated that ovarian cancer cells metastasize initially to milky spots in the omentum but not other intra-abdominal adipose tissues including the mesentery that lack milky spots^21^. This pattern of early omental colonization was independent of the presence of B cells, T cells or NK cells based on studies in immune-deficient mice^21^. Our current study demonstrates that omentum resident macrophages promote early omental metastatic colonization. Gene expression profile of macrophages derived from the omentum demonstrated a tissue-specific pattern compared to other intra-abdominal adipose tissues. Macrophages in other organs including the lung or the liver are likewise characterized by specific gene signatures which convey important and specific functions in their respective tissue microenvironments^30^. Based on our data, omental macrophages secreted chemokine ligands support early metastasis of ovarian cancer cells providing a possible explanation for the frequent involvement of the omentum in ovarian cancer patients.

Chemokine ligands can exert a variety of effects on cellular proliferation, angiogenesis, and metastasis^31,32^. CCL6 and its functional human homolog CCL23 are predominantly expressed by macrophages, eosinophils, and neutrophils^33^. The expression of these chemokine ligands can be upregulated during cancer, peritonitis, and chronic rhinosinusitis^34–36^. CCL6 is a known chemoattractant for macrophages, and to a lesser extent, B cells, T-helper cells, and eosinophils^37,38^. It is able to promote innate immune response by NK cell activation in animal models of peritonitis^39^. IL-4, a known stimulant for an immune-suppressive-M2-macrophage subtype, induces secretion of CCL6 by macrophages^40^. Similarly, CCL23 is IL-4-inducible in a STAT6-dependent manner^41^. In a mouse model of lung cancer, overexpression of CCL6 accelerated tumor growth, and increased metastatic spread^32^. Similarly, higher levels of CCL23 and its corresponding receptor CCR1 correlated with reduced metastasis-free survival of patients with breast cancer^42^.

The omental and intraperitoneal microenvironment, including ascites, contains a variety of chemokine ligands. CCL8 (MCP2), CCL13 (MCP4), CCL14 (HCC1), CCL15 (MIP5), and CCL16 (HCC4) bind to CCR1 albeit with different affinity and could, therefore, potentially promote colonization^35^. However, our experiments in omentum-macrophage-conditioned media underscore the importance of murine CCL6 and human CCL23. Neutralization of CCL6 and CCL23 in these complex environments with a large variety of other chemokine ligands completely abrogated the migration of ovarian cancer cells. We hence propose that the effects in vivo are mainly mediated by CCL6 and CCL23. Conversely, other chemokine receptors may play a role in promoting ovarian cancer cell metastasis to the omentum. CCL6, for example, can bind to CCR3 which has been implicated in metastasis^19^. Neither ID8 nor SKOV3ip.1 cells used in our study expressed CCR3, and we, therefore, excluded its role in the observed reduction of metastasis in *CCR1* deleted cells. However, CCR3 is expressed in human ovarian cancer and might, therefore, be another important receptor to promote metastasis in patients^43^.

A role for CCR1 in cancer metastasis has been suggested in other studies, but not in the context of ovarian cancer or mediated by omental macrophage-derived CCL6/CCL23. CCR1 expression was found to increase in colon cancer cells during metastasis to the liver^44^. In a separate study, CCR1 sustained liver metastasis by promoting local recruitment of bone marrow (BM)-derived cells that secrete the MMP9 and MMP2 metalloproteinases required for tissue invasion^45^. Activation of EGFR signaling via CCR1 has been shown to contribute to breast cancer invasion and metastasis^46^. The CCR1 mediated interaction between macrophages and breast cancer cells induced a chemokine cascade that enhanced metastasis^19^. CCR1 activation enhanced the interaction between “metastasis associated macrophages” (MAM) and cancer cells in part through integrin α4 resulting in increased extravasation of cancer cells and metastasis^47^. In a study by Zhu et al., osteopontin (OPN) was found to upregulate CCR1 expression in hepato-cellular carcinomas. CCR1 knockdown resulted in reduction of migration, invasion and pulmonary metastasis induced by OPN in vitro and in vivo^48^.

CCR1 promotes monocytic tissue infiltration and plays a major role in various other disease processes, including autoimmune diseases like rheumatoid arthritis. Clinical trials targeting CCR1 for the treatment of rheumatoid arthritis and multiple sclerosis have so far shown that the targeting agents used are well tolerated but have limited clinical efficacy^49^. Targeting CCR1 in cancer patients to reduce metastasis or induce changes in the tumor microenvironment might lead to anti-tumor immune responses due to reduction of monocytic infiltration. The findings in our study, and safety and tolerability of CCR1 receptor antagonists in human clinical trials provide a rationale for using CCR1 antagonists as a new therapeutic target in ovarian and other cancers.

Various other cells types, such as neutrophils, mesothelial cells and adipocytes have been described to regulate ovarian cancer metastasis^15,17,50–53^. Neutrophil Extracellular Traps (NET) formation provides a premetastatic omental niche conducive for implantation of ovarian cancer cells. Pharmacological blockade of NET formation decreased omental colonization by ovarian cancer cells^15^. A unique subset of omental tissue-resident macrophages (CD163^+^ Tim4^+^) can promote a premetastatic niche in the omentum^17^. Other studies have focused on the attachment of ovarian cancer cells to mesothelial cells that outline the peritoneal cavity. This process is regulated by multiple adhesion molecules, proteases and extracellular matrix components^50,53^. Fibronectin receptors like α5β1‐integrins, for example, are expressed on the surface of ovarian cancer cells and mediate the adhesion through myosin‐mediated traction forces^54^. Furthermore, TGF‐β secreted by cancer cells activates a RAC1/SMAD‐mediated signaling pathway in mesothelial cells, which results in transcriptional upregulation of the fibronectin gene and induces an EMT‐like phenotype in mesothelial cells^50^. The adhesion of cancer cells to the mesothelium is followed by mesothelial clearance^3,51^. In this process, mesothelial cells are displaced by ovarian cancer spheroids followed by invasion of cancer cells into the deeper layer of peritoneal tissues^54^. Specifically, hypoxic signaling increased expression of lysyl oxidase (LOX) in mesothelial and ovarian cancer cells to promote collagen crosslinking and tumor cell invasion^52^. Further, during ovarian cancer progression, omental adipocytes provide fatty acids as an energy source to ovarian cancer cells^7^.

Based on our current work and the published literature, we propose a multi-step model for omental colonization. Mesothelial cells promote ovarian cancer cell adhesion to the omentum. Subsequent migration and homing to milky spots is induced by omental resident macrophages via chemokine ligands. The interaction between macrophages and cancer cells creates an inflammatory environment that recruits other immune-effector cells, including neutrophils. The formation of NETs further enhances colonization of ovarian cancer cells. Adipocytes then provide the energy required for the continuous growth of tumor cells. Further studies are needed to explore this complex process and identify opportunities for therapeutic interventions.

## Methods

### Cell lines

Human SKOV3.ip1 ovarian cancer cell lines were cultured and maintained at 37 °C in Dulbecco’s Modified Eagle Medium (DMEM) (10-013-CV, Corning Cellgro) supplemented with 10% (v/v) fetal bovine serum (FBS) (S11150, Atlanta Biologicals, Lawrenceville, GA, USA) and 1% penicillin-streptomycin (Pen Strep) (v/v) (15240, Invitrogen). Similarly, the murine ID8 ovarian cancer cell line was cultured in DMEM supplemented with 4% FBS and 1% Penicillin Strep and 1% Insulin-Transferrin-Selenium (25-800-CR, Corning). RAW 264.7 cells and human peripheral blood mononuclear cells (hPBMCs) were cultured in 10% RPMI and 10% FBS and 1% penicillin-streptomycin]. ID8 or SKOV3ip.1 ovarian cancer cells that stably express mRuby (ID8-mRuby/SKOV3ip.1-mRuby) were constructed by lentiviral delivery of pLVX-mRuby expression vector (Stanford genomics facility). The mRuby tagged expression vector along with the packaging vector master mix PMDL(PVSV-G) and PSPAX2 lentiviral expression plasmid was transfected into HEK293T cells to generate the viral conditioned medium. Fluorescence-activated cell sorting using a BD FACS Aria II system (BD Biosciences, San Jose, CA) at the Stanford Flow Cytometry Core Facility was used to select for high mRuby-expressing cells. All cells were maintained under standard tissue culture conditions (i.e., in a humidified incubator at 37 °C supplemented with 5% CO_2_).

### Patient samples

Omenta were obtained from patients under approved IRB protocol at the Dept. of Obstetrics and Gynecology, Stanford Hospital. Informed consent was obtained from each patient prior to sample collection. Omental specimens with HGSC and omenta derived from patients with benign disease were obtained and processed for histological analysis and in vitro assays as described below.

### Mice

All mice were housed, maintained, and euthanized according to APLAC protocol and under the supervision of the Stanford Animal Resource Center. 6–8 weeks, female, inbred C57BL/6 (C57BL/6NHsd; immunocompetent) and nude (Athymic Nude-*Foxn1*nu; T-cell deficient) mice were obtained from Harlan Laboratories (Indianapolis, IN). All animal studies were performed in accordance with Stanford APLAC approved protocols. All mice were randomly assigned to appropriate treatment groups.

#### In vivo experimental metastasis assays

Exponentially growing untagged or mRuby tagged-ID8 parental, ID8-*CCR1*-null cells, ID8-CRISPR-control cells were trypsinized and prepared as a single-cell suspension at a concentration of 2 × 10^6^ cells/mL in ice cold PBS. Animals were injected intraperitoneally with 500 μL of the cell suspension (1 × 10^6^ cells). For all experiments, 500 μL of PBS was injected as a negative control in a parallel group of control mice. At the experimental endpoint (24 h or 7 dpi) of each assay, mice were euthanized in accordance with APLAC protocol via CO_2_ asphyxiation and a secondary method of cervical dislocation was performed. For the time course experiment, grossly visible overt peritoneal metastases that were greater than 1 mm, from each mouse, were counted. Tissues were then harvested, processed, sectioned, and stained as described in “Methods”.

#### Macrophage depletion using clodronate liposomes

For both pre-cancer and post-cancer injection experiments, peritoneal macrophages were depleted by injection of clodronate-containing liposomes (clodronateliposome.org). In vivo depletion of macrophages was assessed for several dosages by cytology performed on omental dissociated cells and by flow cytometry with F4/80 antibody. A dose of 100 μL of liposomes diluted in PBS was selected and administered i.p. to mice every alternate day. Control mice were administered either PBS as a control for unstimulated macrophages or saline liposomes to control for any nonspecific effects of liposome administration. Macrophage depletion was maintained during the experimental period.

### Isolation of murine and human omental macrophages

Omenta excised from C57BL/6 mice (*n* = 9) and processed as three separate groups (*n* = 3 per group). A modified protocol of the adipose tissue dissociation kit (130–105–808, Miltenyi Biotech) was used to obtain a single cell suspension of the mouse omenta. Human omental samples were processed using the human tumor dissociation kit (130-095-929, Miltenyi Biotech) to dissociate soft tumors into a single cell suspension. The cells were ACK lysed and re-suspended in PBS containing 1% FBS for flow cytometry applications to analyze and sort for mouse or human omental macrophages.

### Antibodies and flow cytometry

The isolated mouse and human omental cells were re-suspended in PBS supplemented with 1% FBS. The mouse panel designed to sort for murine omental macrophages included CD45-FITC (clone-30-F11, eBioscience), CD11b-APC (clone-M1/70, eBioscience), F4/80-PE (clone-BM8, eBioscience). Similarly, the human panel designed to sort for human omental macrophages included CD45-FITC (clone-HI30, eBiosciences), CD14-PE (clone-61D3, eBioscience), CD68-PECy7 (Clone-eBioY1/82A, eBioscience). In both the mouse and human flow panel, aqua amine (L34957, Fisher Scientific) was used as the Live/Dead stain and Compensation Beads (01-1111, eBioscience) were used for compensation controls. Labeled cells were sorted by flow cytometry on a BD InfluxFlow Sorter or analysis was performed on BD LSR II at Stanford shared FACS facility. For the RNA-seq analysis, CD45+CD11b+F4/80+ cells were sorted into buffer RLT and were processed immediately for RNA isolation.

### RNA sequencing and analyses

For each sample in the whole transcriptome sequencing library, 43–66 million 75-basepair paired-end reads were acquired from the sequencer. Read quality was determined with FastQC 0.11.4. The reads were aligned to the mouse reference genome (NCBI37/mm9) using STAR 2.4.2a, with splice junctions defined by the GTF file (UCSC). On average, 93% of reads were aligned to the reference genome, and 87% of reads uniquely aligned to the reference genome. Gene expression in raw count was determined by STAR with quant mode, GeneCounts setting. Cufflinks 2.2.1 was used to normalize gene expression in fragments per kilobase per million aligned reads (FPKM). Further, differential expression between the conditions was evaluated using DEseq2 1.12.4. The fold change between each sample is calculated using DEseq2. The genes that were either upregulated 2-fold or downregulated 2-fold were selected for gene set enrichment analysis using DAVID (https://david.ncifcrf.gov/) with gene set annotation GO BP and KEGG database. The top 10 gene sets are only used for visualization.

### CRISPR/Cas9 genome editing

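The mouse CCR1 guide is printed with 19 bases. GAACACTAGAGAATACAGG has 1 exact match in the NCBIM37 assembly, on the plus strand of chromosome 9 from 123879190 to 123879208, where the next 3 bases are GGG, the motif that Cas9 requires. Ccr1 itself is on the minus strand, from 123876959 to 123883525, and has 2 exons in the annotation. The site is in exon 2 (123876959 to 123879391), within the coding sequence, which runs from 123878260 to 123879324. The reference around it reads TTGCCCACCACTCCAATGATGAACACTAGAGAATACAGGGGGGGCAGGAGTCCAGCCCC. A cut 3 bases before the motif falls between positions 123879205 and 123879206, at base 120 of the coding sequence, in codon 40.

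**Figure D3:**
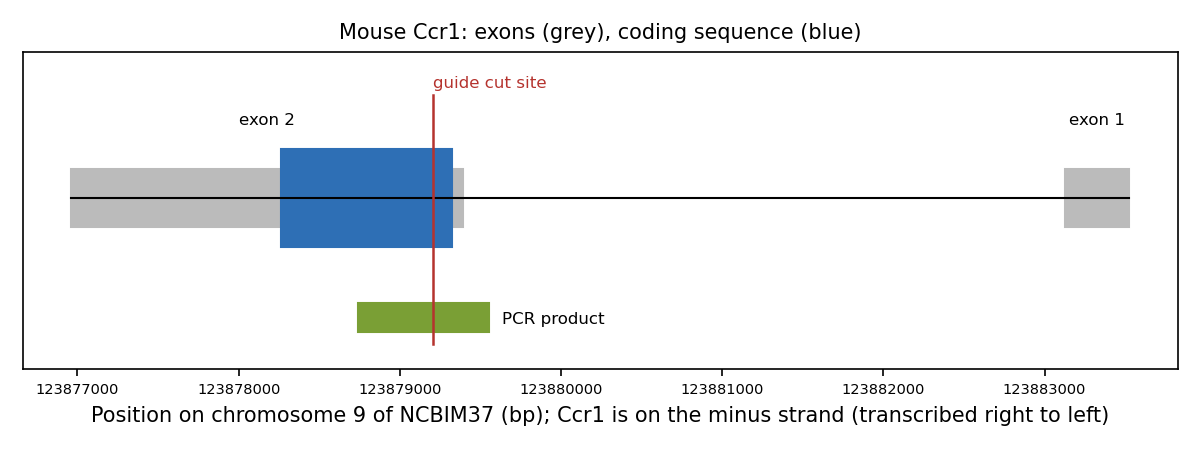
Map of mouse Ccr1 on chromosome 9 of NCBIM37, with exons in grey, the coding sequence in blue, the cut site of the guide in red and the PCR product in green. The cut lies in exon 2, near the start of the coding sequence.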

Human (AACTTGTAGTCGATCCAGAA) and murine (GAACACTAGAGAATACAGG) *CCR1* sgRNA sequences were identified using the Broad Institute Genetic Perturbation Platform Web Portal’s sgRNA design tool^55^. Control non-targeting sequences for human (ACGGAGGCTAAGCGTCGCAA) and mouse (GCGAGGTATTCGGCTCCGCG) were taken from the non-targeting sequences in the human and mouse GeCKOv2 libraries^56^. 

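The mouse non-targeting control sequence GCGAGGTATTCGGCTCCGCG has 0 exact matches on either strand of the NCBIM37 assembly. Matches with mismatches were not searched.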

Oligoduplexes were cloned into pLentiCRISPRv2 (a gift from Feng Zhang; Addgene plasmid 52961^56^) and transformed to Stbl3 bacteria. pLentiCRISPRv2 vectors containing the sgRNA guides were transfected with pMD2.G and pSPAX2 (gifts from Didier Trono; Addgene plasmids 12259 and 12260) to 293T cells using Fugene (Roche) in order to produce lentiviral vectors. After 24 h of culture, supernatants were collected, filtered through a 0.45 μm filter and added to monolayers of either ID8 (mouse) or SKOV3ip.1 (human) cell lines. Transduced ID8/SKOV3ip.1 cells were then selected in medium containing 0.6/0.4 µg/mL puromycin for 1 week and individual clones were selected by limiting dilution and then expanded in puromycin containing media.

The targeted genomic regions were amplified by PCR (mouse *CCR1* forward: 5′-TTCCACTGCTTCAGGCTCTT-3′ and reverse: 5′-TCATTTGTTCTGTTCCCCTCTT-3′ and human *CCR1* forward: 5′-TACCAGCCCAAAGAGGTTCA-3′ and reverse: 5′-TGACACGACCACAGAGTTTGA-3′) and analyzed using TIDE-seq^57^. 

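In the NCBIM37 assembly, the mouse CCR1 primers each match 1 site and enclose 816 bases of chromosome 9, from 123878738 to 123879553. The forward primer lies on the plus strand in the coding sequence of exon 2. The reverse primer lies on the minus strand, from 123879532 to 123879553, in the intron upstream of exon 2. The guide site lies 452 bases from the start of the product and 345 bases from its end.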

To characterize the specific lesion in each cell line, PCR products were Topo cloned (Life Technologies) and 10 colonies from each isolated cell line was sequenced.

### Cell proliferation assays

For cell proliferation assays, cells were seeded in 96-well plates (1.5 × 10^3^ cells/well). At the indicated time points, cell proliferation was detected by MTS assay (Promega, G3530) according to the manufacturer’s instructions. Data are shown as mean ± s.d. from three independent experiments.

### Real-time RT–PCR

Total RNA was isolated with the RNeasy kit (Qiagen) and reverse-transcribed into cDNA using the Superscript Strand III cDNA SuperMix (Invitrogen). Real-time PCR was performed using SSO Fast Evergreen Supermix (Biorad) on an Applied Biosystems 7500 Fast Real-Time PCR System at Functional Genomics Facility at Stanford. Expression of the target genes were normalized to the housekeeping gene 18S. Mouse RAW 264.7 cells and human PBMC were used as a positive control for the all the gene expression studies.

The target gene-specific primers were obtained from Integrated DNA Technologies (IDT). The primer sequences used in this study are shown in Supplementary Table 2. All real-time RT-PCRs were performed in triplicates and the relative mRNA expression of each target gene was determined by using the formula 2^−ΔCT^ (C_T_, cycle threshold) where ΔC_T_ = C_T_ (target gene) − C_T_ (18S). The comparative expression level of each target gene between different samples was 2^−ΔΔCT^.

### Generation of tissue and cell conditioned media

Three freshly excised mouse omenta were pooled and processed to produce a single cell suspension with minimal cell loss. Gonadal fat was similarly processed in parallel. Macrophages (CD11b^+^ cells) were isolated from stromal and vascular cells (SVC) by positive selection using CD11b microbeads (Miltenyi Biotech) (Supplementary Fig. 2). To assess the functional phenotype, 1 × 10^6^ cells were plated and allowed to condition serum-free media for 24 h after which the media were used in standard transwell migration assay.

### Transwell migration assays

#### Toward chemokines CCL6/CCL23

For cell migration assays, 1.5 × 10^5^ (ID8) or 3 × 10^5^ (SKOV3ip.1) cells in serum-free media were plated in the top chamber of 8.0-μm 12-well plate transwell insert (12-well format, 8-μm pore; BD PharMingen). CCL6 (250-06, Peprotech) CCL23 (300-29, Peprotech), or omental conditioned medium was added to the bottom well of the plate (35-3503, BD Falcon) as chemoattractant. Anti-CCL6 (MAB000487, R&D systems) and anti-CCL23 (MAB371, R&D systems) antibodies were added to omentum-conditioned media in neutralization experiments. For pharmacological Inhibition, CCR1 inhibitor—UCB35625 (2757, Tocris), PI3K inhibitor—BEZ235 (S1009, Selleckchem), MEK inhibitor—trametinib (S2673, Selleckchem) and myosin inhibitor—blebbistatin (1760, Tocris) were used for the migration assays. Analysis was performed on each sample in triplicate. Cells were incubated for a period of 16 h overnight in a 37 °C incubator (5% CO_2_). After incubation, the top and the bottom chambers were washed with PBS and cells were fixed with 4% paraformaldehyde for 10 min. After washing with PBS, the cells were stained with 0.05% Crystal Violet for 40 min. Both the chambers were then washed with tap water and the cells on the top of the insert were gently scraped with a cotton swab. The positive-staining cells adherent to the bottom of the transwell, were examined under the microscope. Data are shown as mean ± s.d. from three independent experiments.

### Protein isolation and western blotting

Protein was extracted from ID8 and SKOV3ip.1 cells treated with CCL6/CCL23 at different time points by RIPA lysis extraction method (pH 7.4) containing Halt protease inhibitor cocktail (#1861278, Thermofisher Scientific) and EDTA (0.5%) under agitation at 4 °C for 30 min. A bicinchoninic acid assay (Pierce, Rockford, IL, USA) was used to determine total protein concentration. Equal amounts of protein were separated on (4–12%) SDS-PAGE and transferred to nitrocellulose membranes (Sigma, St Louis, MO, USA). Membranes were blocked in 5% low-fat dry milk in TBS-T for 1-h at room temperature and then incubated overnight at 4 °C. Dilutions for the primary antibodies were used according to the manufacturer’s recommendation. The primary antibodies used for this study are listed as follows: anti-pERK1/2 (p44/42) (#9101S, Cell Signaling Technologies),anti-total ERK1/2 (#9102S, Cell Signaling Technologies), anti-pAKT (Ser473) (#4058S, Cell Signaling Technologies),anti-total AKT(#9272S, Cell Signaling Technologies), anti-pLIMK (#ab194798,Abcam), anti-p-Cofilin (Ser3) (#3313L, Cell Signaling Technologies), anti-Cofilin (#5175S, Cell Signaling Technologies), anti-alpha tubulin (#3873S, Cell Signaling Technologies). Following day, after three washes for 10 min in TBS-T, the membrane was incubated with IRDye-680 nm conjugated-goat anti-rabbit (#925-32211, LICOR) and IRDye-800nm conjugated-donkey anti-mouse (#926-32212, LICOR) secondary antibodies at 1:5000 for 1-h at room temperature. Membranes were washed for 10 min in TBS-T before being imaged by the LICOR Odyssey Clx imaging system. The intensity of the protein bands was semi-quantified using the Image studio software (Windows application VIO.02), with normalization of each protein against alpha tubulin.

### Phospho-protein array

Protein lysates isolated from ID8 and SKOV3ip.1 cells stimulated with CCL6 or CCL23 at 30 min time points were processed and assayed using the proteome-profiler human phospho-kinase array (#ARY003B, R&D Systems) according to manufactures protocol. Membranes were incubated with protein lysates of ID8 (500 μg) or SKOV3ip.1 (250 μg) for each condition, respectively. The membranes were imaged by Chemiluminescence by using LICOR Odyssey Clx imaging system. Protein bands were semi-quantified using the Image studio software (Windows application VIO.02), using normalization controls as per the manufacture’s protocol.

### Immunohistochemistry

Slides were first deparaffinized with xylene treatment for 60 min, 30 min, and 10 min three times each. Slides were then rehydrated, and antigen retrieval was performed in 1× citrate buffer (pH 6.0) for 5 min in a conventional steamer. Slides were incubated in a blocking buffer solution (Protein block serum-free ready-to-use, DAKO) for 60 min at room temperature. After standard slide preparation as described above, slides were incubated with primary antibody overnight and subsequent secondary antibodies (Supplementary Table 1). After washing, slides were either developed for immunohistochemistry or incubated with DAPI and imaged using an EVOS Fluorescence microscope. Level of CCR1 on patient tissue core samples on a tissue microarray was determined by HALO image analysis software area quantification algorithm (Indica Labs, Corrales, NM).

### Statistics and reproducibility

All grouped data are presented as mean ± s.e.m. Significance between groups was analyzed by one-way ANOVA or Student *t*-test using GraphPad Prism. KM plotter (https://kmplot.com/analysis/) was used to analyze the prognosis of CCR1 in ovarian cancer. The analysis was conducted for all serous samples with an ‘auto-select best cutoff’ feature. The data with statistical analyses were performed with biological replicates on different samples of the same cell type on different days, yielding similar results. The number of biological replicates is included in the figure legends. Human CCL23 ELISA data shown in Fig. 2i is plotted as separate data points to show inter-patient variability.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Raw data and analyzed data for the RNA-sequencing and microarray gene expression analysis can be accessed from Gene Expression Omnibus using the accession number GSE153685 and GSE153790, respectively. Source data are available in Supplementary Data 1. All other data are available from authors on reasonable request.

## References

[1] Bray F (2018). Global cancer statistics 2018: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J. Clin..

[2] Siegel RL, Miller KD, Jemal A (2020). Cancer statistics, 2020. CA Cancer J. Clin..

[3] Yeung TL (2015). Cellular and molecular processes in ovarian cancer metastasis. A review in the theme: cell and molecular processes in cancer metastasis. Am. J. Physiol. Cell Physiol..

[4] Lambert AW, Pattabiraman DR, Weinberg RA (2017). Emerging biological principles of metastasis. Cell.

[5] Gerber SA (2006). Preferential attachment of peritoneal tumor metastases to omental immune aggregates and possible role of a unique vascular microenvironment in metastatic survival and growth. Am. J. Pathol..

[6] Pearce OMT (2018). Deconstruction of a metastatic tumor microenvironment reveals a common matrix response in human cancers. Cancer Disco..

[7] Nieman KM (2011). Adipocytes promote ovarian cancer metastasis and provide energy for rapid tumor growth. Nat. Med..

[8] Khan S, Taylor JL, Rinker-Schaeffer CW (2010). Disrupting ovarian cancer metastatic colonization: insights from metastasis suppressor studies. J. Oncol..

[9] Meza-Perez S, Randall TD (2017). Immunological functions of the omentum. Trends Immunol..

[10] Krist LF (1995). Cellular composition of milky spots in the human greater omentum: an immunochemical and ultrastructural study. Anat. Rec..

[11] Liu J, Geng X, Li Y (2016). Milky spots: omental functional units and hotbeds for peritoneal cancer metastasis. Tumour Biol..

[12] Mebius RE (2009). Lymphoid organs for peritoneal cavity immune response: milky spots. Immunity.

[13] Rangel-Moreno J (2009). Omental milky spots develop in the absence of lymphoid tissue-inducer cells and support B and T cell responses to peritoneal antigens. Immunity.

[14] Cleypool, C. G. J., Schurink, B., van der Horst, D. E. M. & Bleys, R. Sympathetic nerve tissue in milky spots of the human greater omentum. *J Anat*. **236**, 156–164 (2019).10.1111/joa.13077PMC690459531498441

[15] Lee W (2019). Neutrophils facilitate ovarian cancer premetastatic niche formation in the omentum. J. Exp. Med..

[16] Shimotsuma M, Takahashi T, Kawata M, Dux K (1991). Cellular subsets of the milky spots in the human greater omentum. Cell Tissue Res..

[17] Etzerodt, A., et al. Tissue-resident macrophages in omentum promote metastatic spread of ovarian cancer. *J. Exp. Med.***217**, e20191869 (2020).10.1084/jem.20191869PMC714452131951251

[18] Linde N (2018). Macrophages orchestrate breast cancer early dissemination and metastasis. Nat. Commun..

[19] Kitamura T (2015). CCL2-induced chemokine cascade promotes breast cancer metastasis by enhancing retention of metastasis-associated macrophages. J. Exp. Med.

[20] Robinson-Smith TM (2007). Macrophages mediate inflammation-enhanced metastasis of ovarian tumors in mice. Cancer Res..

[21] Clark R (2013). Milky spots promote ovarian cancer metastatic colonization of peritoneal adipose in experimental models. Am. J. Pathol..

[22] Orlofsky A, Berger MS, Prystowsky MB (1991). Novel expression pattern of a new member of the MIP-1 family of cytokine-like genes. Cell Regul..

[23] Shay T, Kang J (2013). Immunological Genome Project and systems immunology. Trends Immunol..

[24] Ma B (2004). The C10/CCL6 chemokine and CCR1 play critical roles in the pathogenesis of IL-13-induced inflammation and remodeling. J. Immunol..

[25] Klemke M, Kramer E, Konstandin MH, Wabnitz GH, Samstag Y (2010). An MEK-cofilin signalling module controls migration of human T cells in 3D but not 2D environments. EMBO J..

[26] Makowska KA, Hughes RE, White KJ, Wells CM, Peckham M (2015). Specific myosins control actin organization, cell morphology, and migration in prostate cancer cells. Cell Rep..

[27] Wang W, Eddy R, Condeelis J (2007). The cofilin pathway in breast cancer invasion and metastasis. Nat. Rev. Cancer.

[28] Yamaguchi H, Condeelis J (2007). Regulation of the actin cytoskeleton in cancer cell migration and invasion. Biochim Biophys. Acta.

[29] Gyorffy B, Lanczky A, Szallasi Z (2012). Implementing an online tool for genome-wide validation of survival-associated biomarkers in ovarian-cancer using microarray data from 1287 patients. Endocr. Relat. Cancer.

[30] Gosselin (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. Cell.

[31] Sarvaiya PJ, Guo D, Ulasov I, Gabikian P, Lesniak MS (2013). Chemokines in tumor progression and metastasis. Oncotarget.

[32] Yi F, Jaffe R, Prochownik EV (2003). The CCL6 chemokine is differentially regulated by c-Myc and L-Myc, and promotes tumorigenesis and metastasis. Cancer Res.

[33] Heng TS, Painter MW, Immunological Genome Project, C. (2008). The Immunological Genome Project: networks of gene expression in immune cells. Nat. Immunol..

[34] LaFleur AM, Lukacs NW, Kunkel SL, Matsukawa A (2004). Role of CC chemokine CCL6/C10 as a monocyte chemoattractant in a murine acute peritonitis. Mediators Inflamm..

[35] Nagarsheth N, Wicha MS, Zou W (2017). Chemokines in the cancer microenvironment and their relevance in cancer immunotherapy. Nat. Rev. Immunol..

[36] Poposki JA (2011). Increased expression of the chemokine CCL23 in eosinophilic chronic rhinosinusitis with nasal polyps. J. Allergy Clin. Immunol..

[37] Asensio VC (1999). C10 is a novel chemokine expressed in experimental inflammatory demyelinating disorders that promotes recruitment of macrophages to the central nervous system. Am. J. Pathol..

[38] Berger MS (1996). The chemokine C10: immunological and functional analysis of the sequence encoded by the novel second exon. Cytokine.

[39] Coelho AL (2007). The chemokine CCL6 promotes innate immunity via immune cell activation and recruitment. J. Immunol..

[40] Orlofsky A, Lin EY, Prystowsky MB (1994). Selective induction of the beta chemokine C10 by IL-4 in mouse macrophages. J. Immunol..

[41] Novak H (2007). CCL23 expression is induced by IL-4 in a STAT6-dependent fashion. J. Immunol..

[42] Yan HH (2015). CCL9 induced by TGFbeta signaling in myeloid cells enhances tumor cell survival in the premetastatic organ. Cancer Res.

[43] Long H (2012). Autocrine CCL5 signaling promotes invasion and migration of CD133+ ovarian cancer stem-like cells via NF-kappaB-mediated MMP-9 upregulation. Stem Cells.

[44] Akram IG, Georges R, Hielscher T, Adwan H, Berger MR (2016). The chemokines CCR1 and CCRL2 have a role in colorectal cancer liver metastasis. Tumour Biol..

[45] Hirai H (2014). CCR1-mediated accumulation of myeloid cells in the liver microenvironment promoting mouse colon cancer metastasis. Clin. Exp. Metastasis.

[46] Shin SY (2017). C-C motif chemokine receptor 1 (CCR1) is a target of the EGF-AKT-mTOR-STAT3 signaling axis in breast cancer cells. Oncotarget.

[47] Qian BZ (2011). CCL2 recruits inflammatory monocytes to facilitate breast-tumour metastasis. Nature.

[48] Zhu Y (2018). C-C chemokine receptor type 1 mediates osteopontin-promoted metastasis in hepatocellular carcinoma. Cancer Sci..

[49] Gladue RP, Brown MF, Zwillich SH (2010). CCR1 antagonists: what have we learned from clinical trials. Curr. Top. Med. Chem..

[50] Kenny HA (2014). Mesothelial cells promote early ovarian cancer metastasis through fibronectin secretion. J. Clin. Invest.

[51] Kenny HA, Kaur S, Coussens LM, Lengyel E (2008). The initial steps of ovarian cancer cell metastasis are mediated by MMP-2 cleavage of vitronectin and fibronectin. J. Clin. Invest..

[52] Natarajan S (2019). Collagen remodeling in the hypoxic tumor-mesothelial niche promotes ovarian cancer metastasis. Cancer Res.

[53] Niedbala MJ, Crickard K, Bernacki RJ (1985). Interactions of human ovarian tumor cells with human mesothelial cells grown on extracellular matrix. An in vitro model system for studying tumor cell adhesion and invasion. Exp. Cell Res.

[54] Iwanicki MP (2011). Ovarian cancer spheroids use myosin-generated force to clear the mesothelium. Cancer Disco..

[55] Doench JG (2016). Optimized sgRNA design to maximize activity and minimize off-target effects of CRISPR-Cas9. Nat. Biotechnol..

[56] Sanjana NE, Shalem O, Zhang F (2014). Improved vectors and genome-wide libraries for CRISPR screening. Nat. Methods.

[57] Brinkman EK, Chen T, Amendola M, van Steensel B (2014). Easy quantitative assessment of genome editing by sequence trace decomposition. Nucleic Acids Res.

# Supplementary material for: Omental macrophages secrete chemokine ligands that promote ovarian cancer colonization of the omentum via CCR1
**Source:** Commun Biol. 2020 Sep 22;3:524. doi: 10.1038/s42003-020-01246-z
**Supplement:** Supplementary file 1 — Supplementary Information

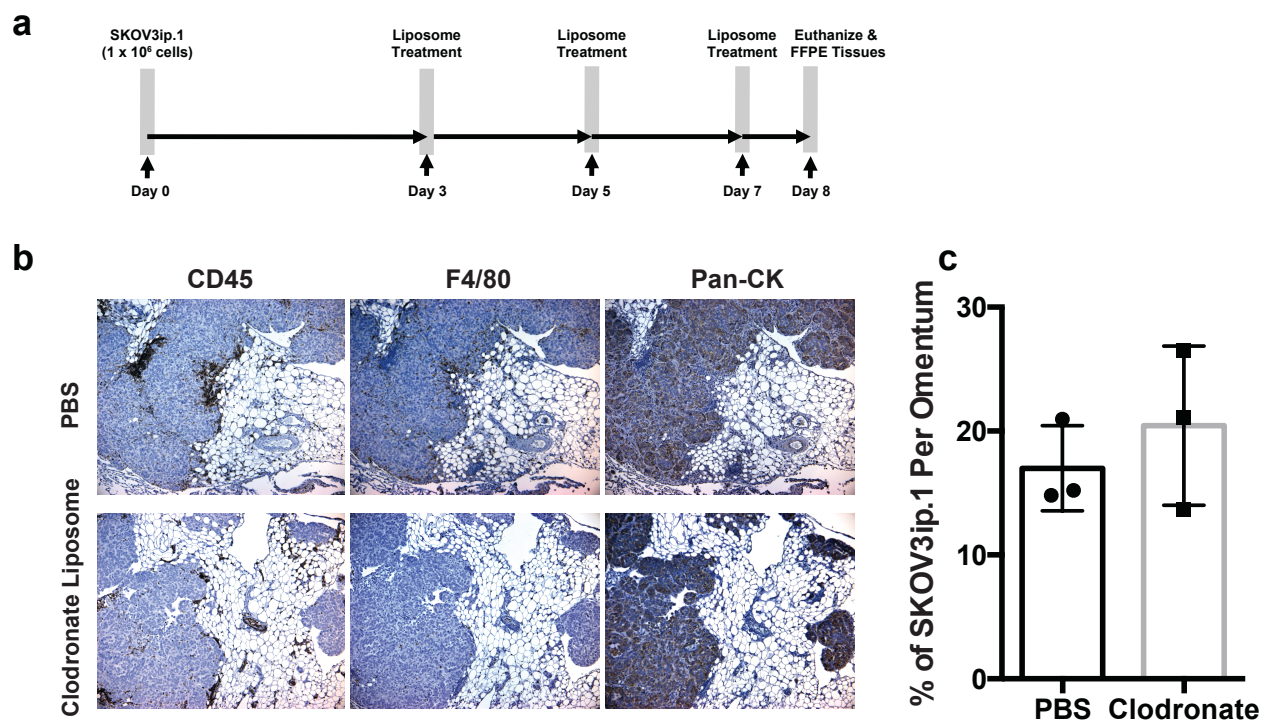

**Supplementary Figure 1: Depletion of macrophages following initiation of tumor growth does not reduce omental colonization.** (a) Schematic representation of experimental timeline of SKOV3ip.1 cells i.p. injected into athymic nude mice and allowed to metastasize to the omentum for 3 days prior to liposome treatment. (b) Representative omental images of IHC for lymphocytes (CD45), macrophages (F4/80) and cancer cells (pan-CK). (c) Quantification of DAB (pan-CK) staining area (n=5).

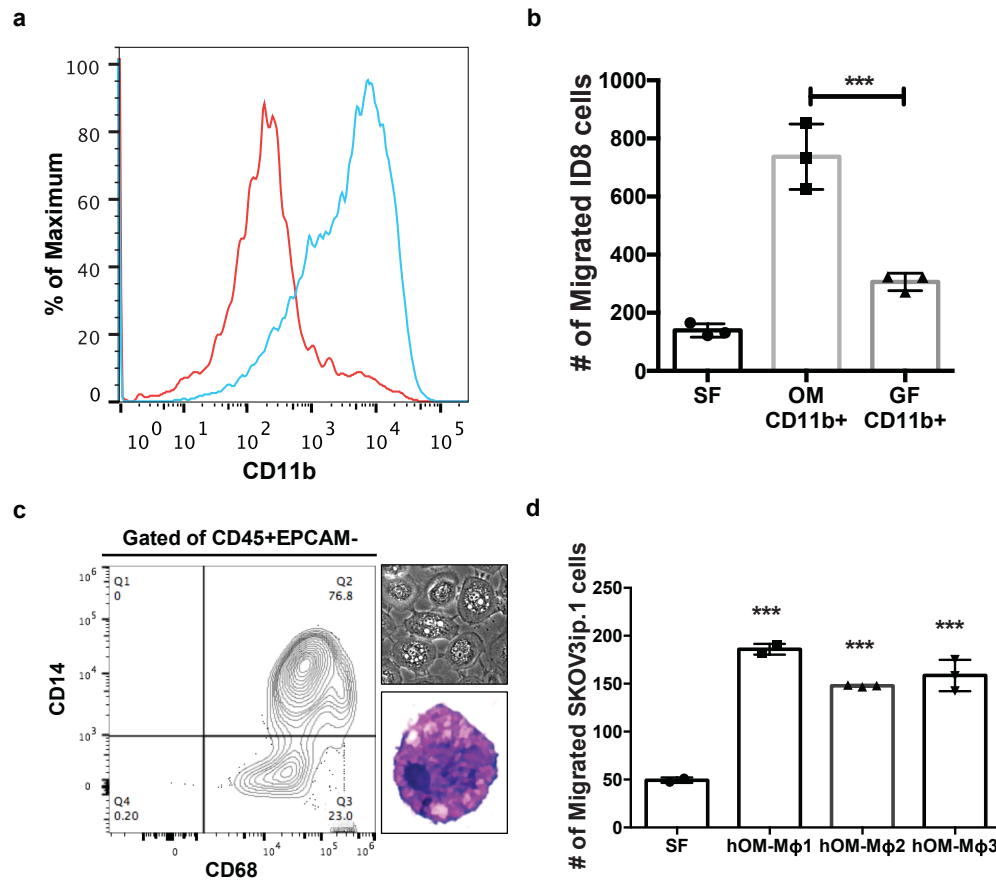

**Supplementary Figure 2: Omental macrophage conditioned media promotes in vitro migration of ovarian cancer cells.** (a) Cells enriched for CD11b<sup>+</sup> cells in the Stromal Vascular Fraction (SVF; red line) and the cells eluted from CD11b microbeads (blue line) from C57BL/6 omental (OM). (b) Transwell migration assay of ID8 ovarian cancer cells towards conditioned media derived from omental CD11b<sup>+</sup> cells (n=3). (c) (left panel) Macrophages (CD45<sup>+</sup>CD14<sup>+</sup>CD68<sup>+</sup>EPCAM<sup>-</sup>) purified from human omental tissue by FACS. (right panel) Phase-contrast image of cultured FACS sorted cells and Giemsa stain of cells (cytospin) confirming macrophage-like phenotype. (d) Transwell migration assay of SKOV3ip.1 ovarian cancer cells towards conditioned media derived from human omental macrophages (n=3). Each data point represents an individual patient sample. Statistical significance (\*\*\*p<0.01) was determined for all conditions versus the serum-free media control by, ordinary one-way ANOVA analysis.

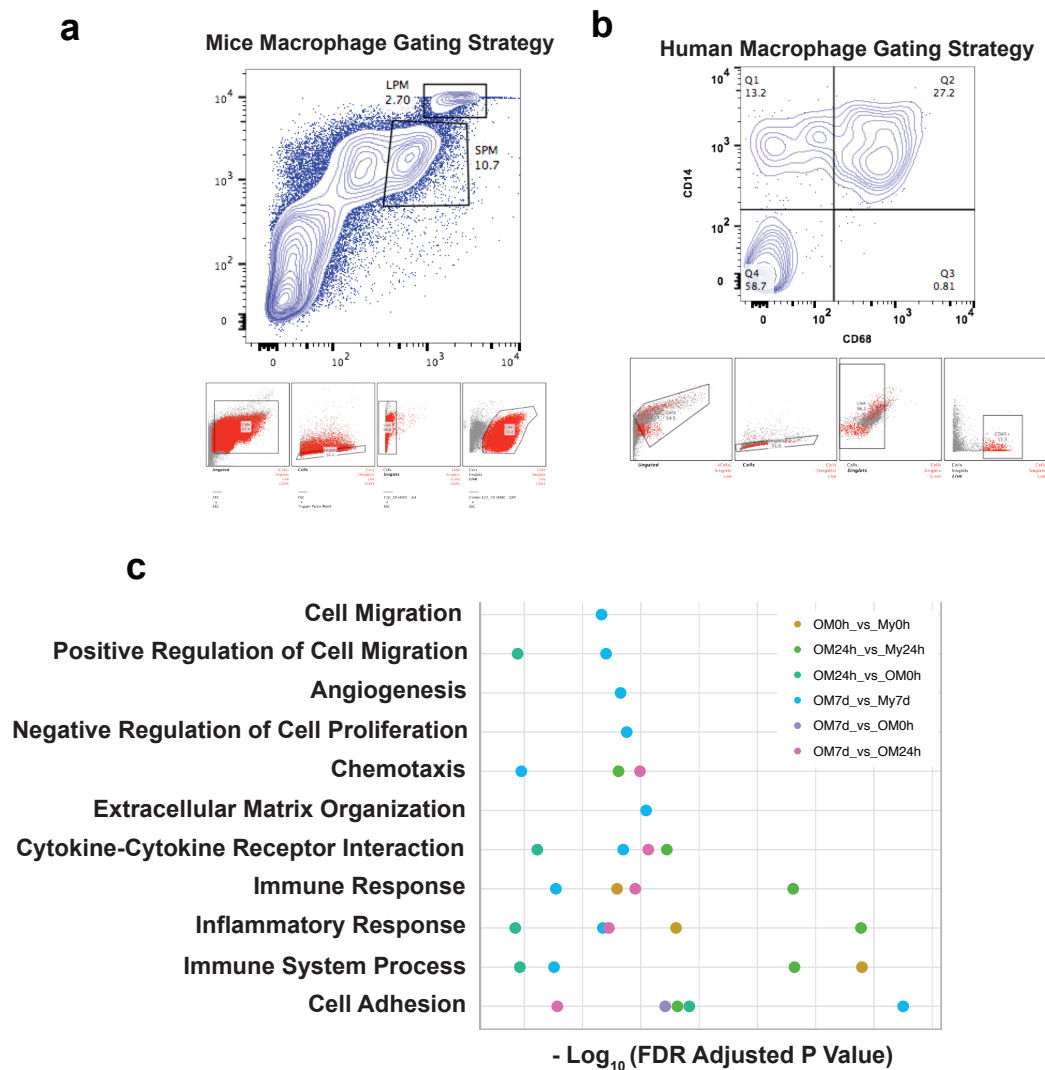

**Supplementary Figure 3: Gating strategy used to isolate mouse and human omental macrophages and pathways activated specifically in omental macrophages.** (a) Gating strategy used for isolation of mouse omental macrophages (CD45<sup>+</sup>CD11b<sup>+</sup>F480<sup>+</sup>) from C57BL/6 omenta (n=9) by flow cytometry. (b) Gating strategy for isolation of human omental macrophages (CD45<sup>+</sup>CD14<sup>+</sup>CD68<sup>+</sup>) from human patient samples by flow cytometry. (c) Activated pathways identified from RNA sequencing of mouse omental and mesentery macrophages by gene set enrichment analysis using DAVID (<https://david.ncifcrf.gov/>). OM=omental macrophages; MY=mesenteric macrophages).

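The genes of the sort markers were expressed in all 6 libraries of sorted mouse cells. Ptprc, which encodes CD45, had an FPKM between 105.8 (OM 24h) and 208.3 (MY 7d). Itgam, which encodes CD11b, ranged from 27.8 (MY 7d) to 150.9 (OM 24h). Emr1, the gene of F4/80, stood at 27.4, 135.0 and 26.5 in OM 0h, OM 24h and OM 7d and at 20.5, 68.7 and 37.5 in MY 0h, MY 24h and MY 7d. Lists of marker genes fixed before the data were examined were averaged as log2(FPKM + 1). The macrophage list had a mean between 5.48 (MY 0h) and 8.61 (OM 24h), and the monocyte list between 6.46 (MY 7d) and 8.21 (OM 7d). Lists of cell types other than macrophages also had high means: the neutrophil list was at 8.91 in OM 0h and 5.56 in MY 0h, the B cell list at 8.37 and 6.35, the NK cell list at 5.72 and 8.18, and the T cell list at 3.80 and 6.74. Fibroblast genes averaged 4.73 in OM 0h and 0.36 in MY 0h.

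**Figure D4:**
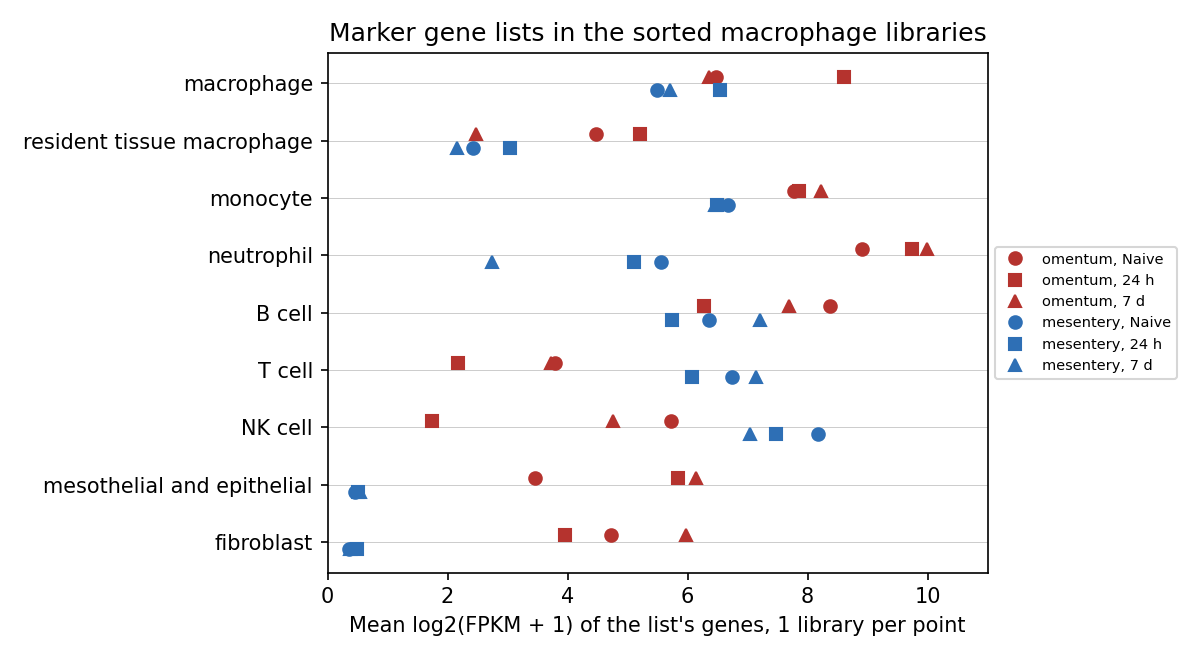
Mean log2(FPKM + 1) of the genes of each marker list in the sorted macrophages of the omentum (red) and the mesentery (blue), naive (circles), at 24 h (squares) and at 7 d (triangles), with 1 library per point. The macrophage list is highest in the omentum at 24 h (8.61), the neutrophil list is higher in every omental library than in every mesenteric one, and the T cell list is higher in every mesenteric library.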

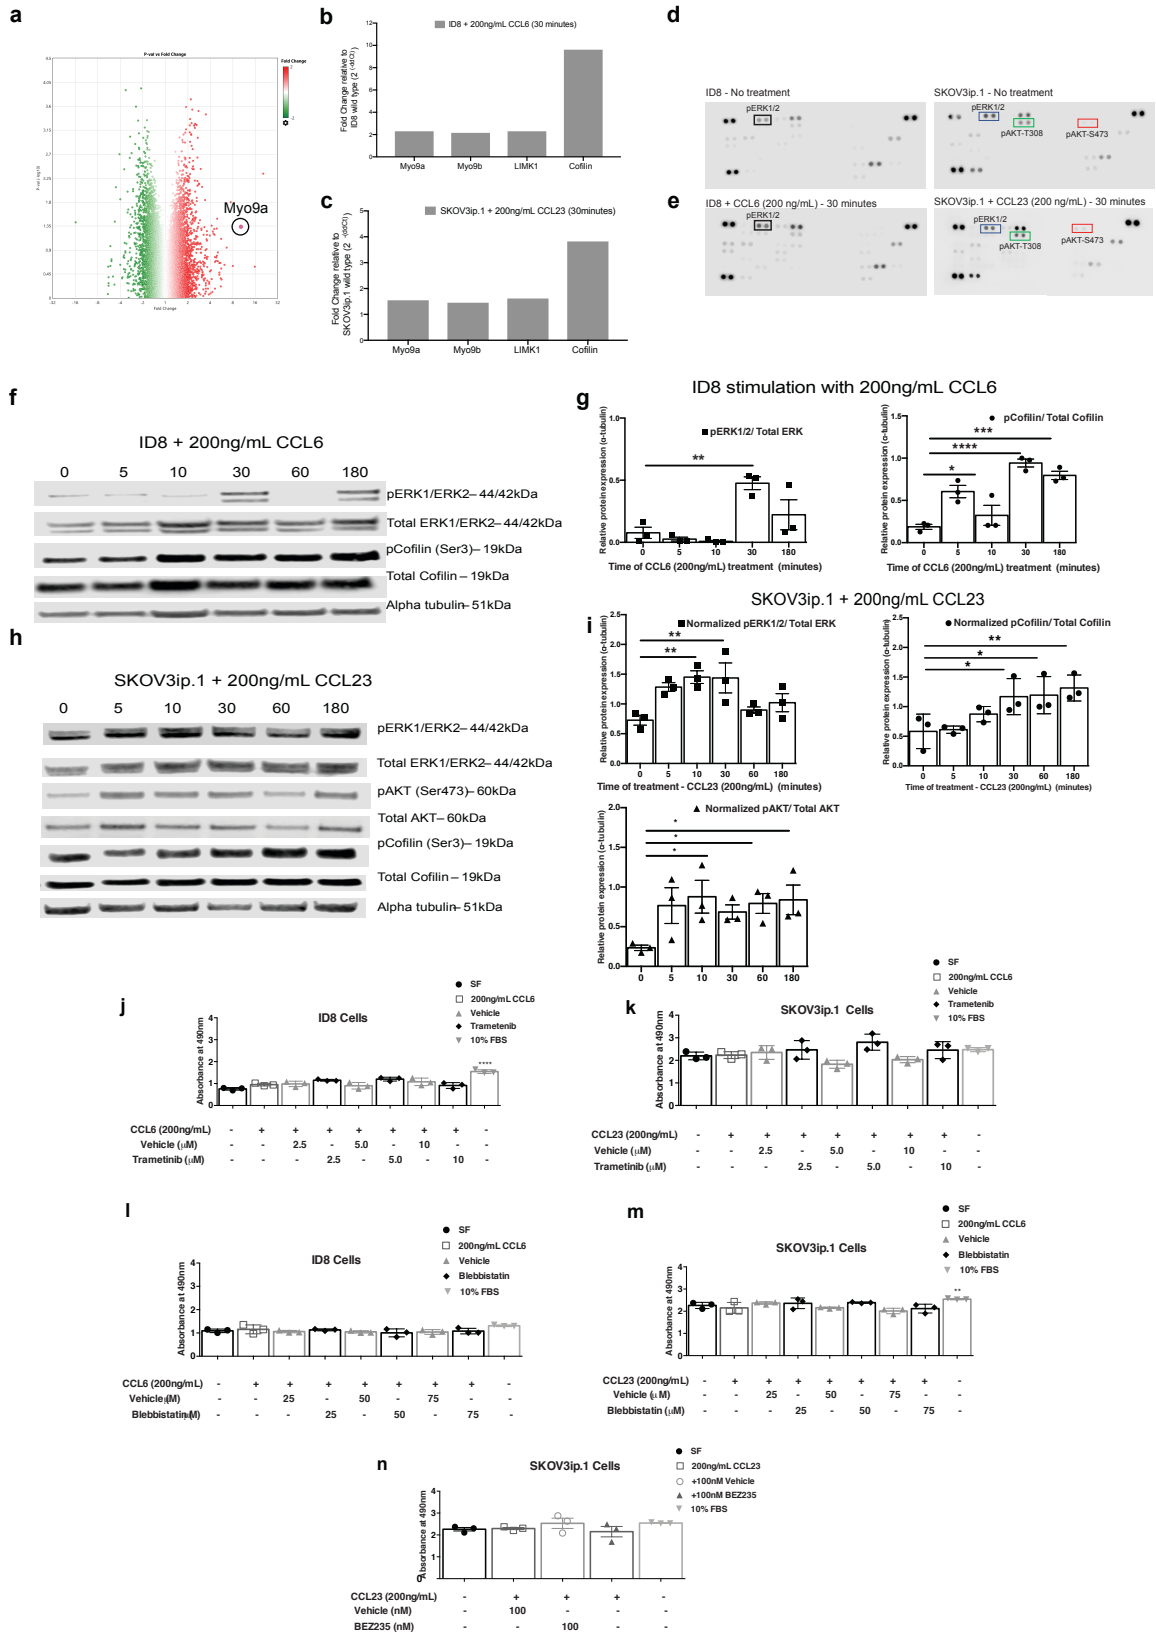

**Supplementary Figure 4: Identification and validation of key pathways activated upon CCR1-CCL6/CCL23 stimulation promoting chemotaxis.** (a) Volcano plot showing differentially expressed genes from the Clariom-S-microarray analysis on ID8 stimulated with CCL6 for 6 hours compared to ID8 no treatment cohort (n=3). (b, c) Gene expression analysis by qRT-PCR of MYO9, LIMK1, and Cofilin in ID8 and SKOV3ip.1 cells upon CCL6 or CCL23 stimulation respectively, for 30 minutes. (d, e) Phospho array was performed on ID8 and SKOV3ip.1 cells either unstimulated or stimulated with 200ng/mL CCL6 or CCL23 for 30 minutes. (f, g) Western blot of ID8 cells treated with 200ng/mL CCL6 for 0-180 minutes and its densitometric quantitation. (h, i) Western blot of SKOV3ip.1 cells treated with 200ng/mL CCL23 for 0-180 minutes and its densitometric quantitation. (j, k) Quantitation of cell proliferation using MTS assay of ID8 or SKOV3ip.1 cells in the presence of trametinib and CCL6 or CCL23 (200ng/mL). (l, m) Quantitation of cell proliferation using MTS assay of ID8 or SKOV3ip.1 cells in the presence of blebbistatin and CCL6 or CCL23 (200ng/mL). 10% FBS was used as the positive control. Data plotted represents the mean and s.d of n = 3 replicates per condition. Statistical significance (\*\*\*\*p<0.0001) was determined by student t test, for the different conditions versus the 200ng/mL CCL6 or CCL23 media control.

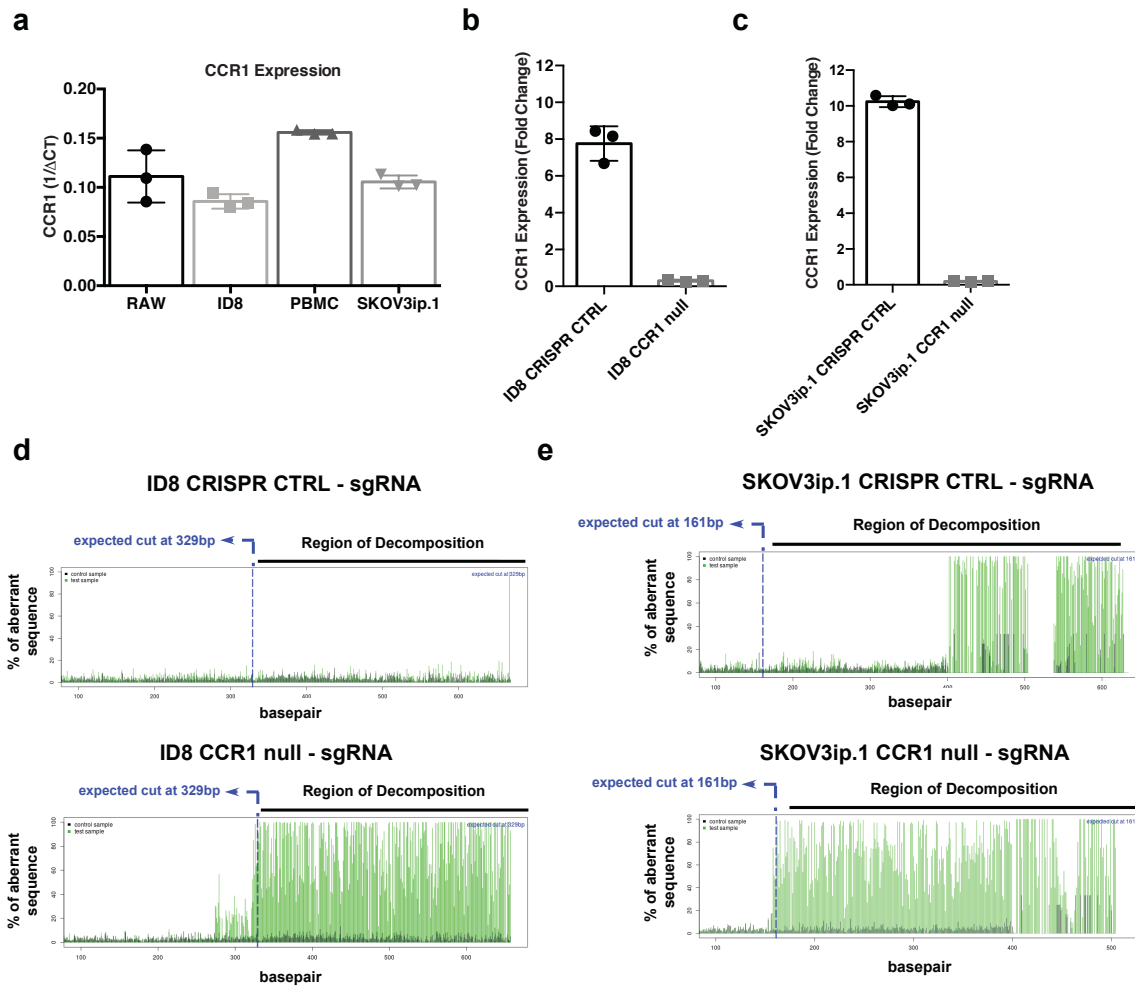

**Supplementary Figure 5:** Validation of CRISPR mediated CCR1 deletion in ID8 and SKOV3ip cells. (a-c) (a) CCR1 gene is expressed on the ID8/SKOV3ip.1 ovarian cancer cells as confirmed by q-RT PCR. RAW 264.7 and human PBMC were used as the respective positive controls. (b, c) Knockdown of CCR1 gene expression on ID8 and SKOV3ip.1 cells verified by qRT-PCR. (d, e) Sequencing analysis of pLenti CRISPR clones of ID8/SKOV3ip.1 cells confirm genomic deletion of CCR1. (d) Representative TIDE-seq analysis of the ID8-CRISPR-CTRL and ID8-*CCR1*-null clone (green) in comparison to the mouse DNA (black) (decomposition at 329bp; green). (e) Representative TIDE-seq analysis of the SKOV3ip.1-CRISPR-CTRL and SKOV3ip.1-*CCR1*-null clone (green) in comparison to the human DNA (black) (decomposition at 161bp; green). (f, g) Representative quantitation of cell proliferation of ID8 and SKOV3ip.1 parental and CCR1 CRISPR null cells in the presence of CCL6/CCL23 (100ng/mL) by MTS assay.

**a** ID8-Parental in C57BL/6 - 24 hours post injection

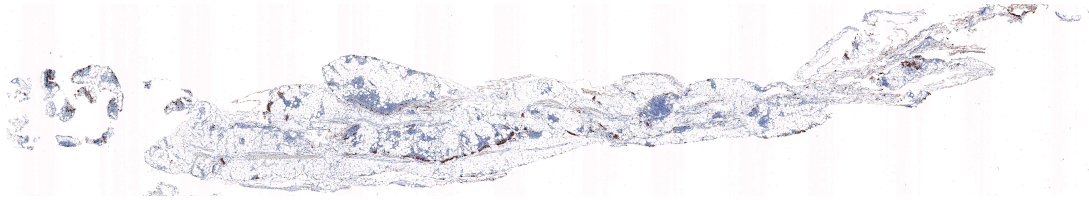

**b** ID8-CCR1-CTRL in C57BL/6 - 24 hours post injection

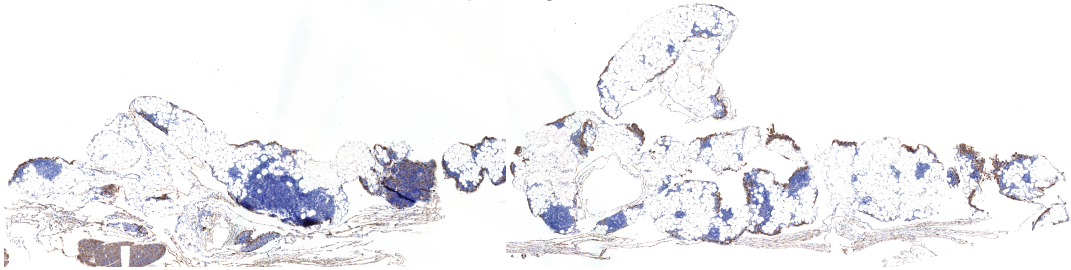

**c** ID8-CCR1-null in C57BL/6 - 24 hours post injection

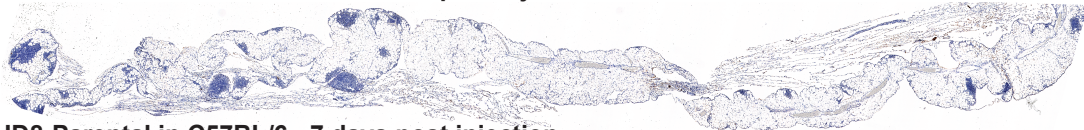

**d** ID8-Parental in C57BL/6 - 7 days post injection

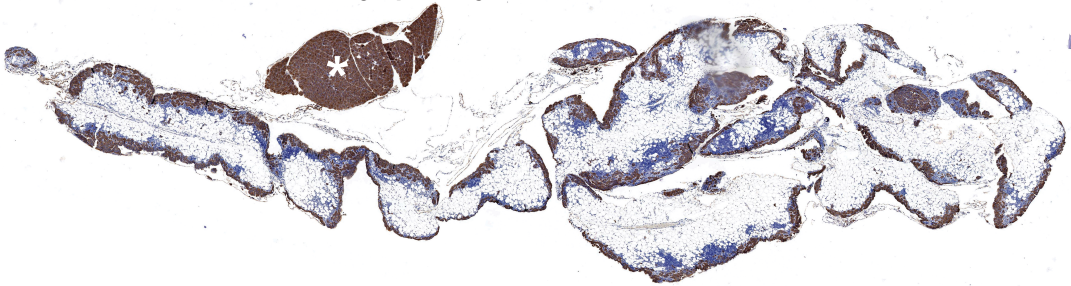

**e** ID8-CCR1-CTRL in C57BL/6 - 7 days post injection

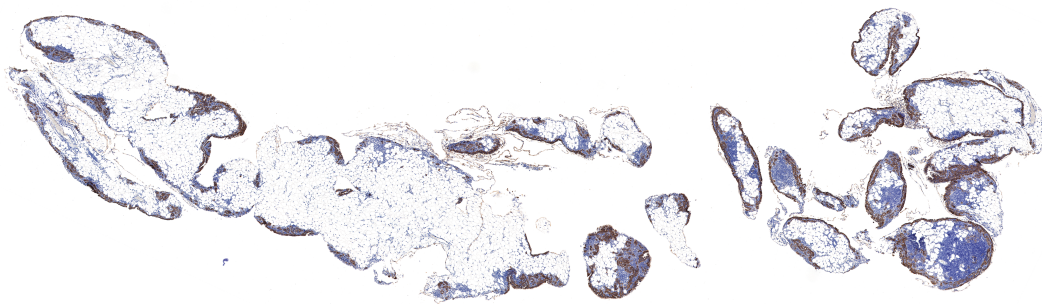

**f** ID8-CCR1-null in C57BL/6 - 7 days post injection

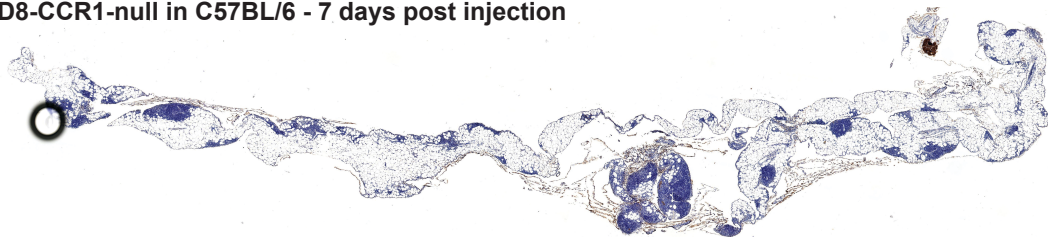

**Supplementary Figure 6:** Omental colonization are significantly reduced in *CCR1* deleted ID8 cells 24 hours and 7 days after tumor initiation. Representative digital scans of whole omental sections collected at specific times after i.p. injection of ID8-parental cells (a, d); ID8-CRISPR-CTRL (b, e) or ID8-*CCR1*-null (c, f) into C57BL/6 mice; ID8 cells detected by IHC for CK8/18 (brown). \* indicate non-specific staining of pancreas that were dissected along with the omentum due to its close anatomical proximity in mice peritoneum.

# Supplementary material for: Omental macrophages secrete chemokine ligands that promote ovarian cancer colonization of the omentum via CCR1
**Source:** Commun Biol. 2020 Sep 22;3:524. doi: 10.1038/s42003-020-01246-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

Supplementary Data 1: source data file

# Supplementary material for: Omental macrophages secrete chemokine ligands that promote ovarian cancer colonization of the omentum via CCR1
**Source:** Commun Biol. 2020 Sep 22;3:524. doi: 10.1038/s42003-020-01246-z
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry data was collected with BD FACS Diva software  
Image Studio software (LiCOR) was used to capture Western blot images.

#### Data analysis

Flow cytometry data was analyzed with FlowJo  
Graphpad Prism was used to analyze data, standard bar graphs, and to perform statistical analysis.  
CRISPR/Cas9 deletion was confirmed by TIDE-seq  
HALO image analysis software was used to quantitate CCR1 expression level on patient tissue microarray

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-sequencing data can be accessed from Gene Expression Omnibus using the accession number GSE153685 and the microarray data using accession number GSE153790.

All other source data related to this manuscript is available upon reasonable request from the corresponding author.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For all in vivo and in vitro studies, biological measurements, at least 3 biological replicates were used, which allowed a fold change of 0.5 to be calculated as significant ( $p < 0.05$ ; Type I error = 0.05; power 90%). Specifically, for the RNA-sequencing, omenta excised from C57BL/6 mice ( $n=9$ ) and processed as three separate groups (3 omenta were grouped per tube making up an $n$ of 1; RNA-seq was carried out on $n$ of 3). |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | For the in vivo follow up experiments except the RNA-seq experiment was carried out two independent times. All experiments were reproduced to reliably support conclusions stated in the manuscript.                                                                                                                                                                                                                                               |
| Randomization   | Animals were randomly divided into experimental groups.                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-pERK1/2 (p44/42) (#9101S, Cell Signaling Technologies), anti-total ERK1/2 (#9102S, Cell Signaling Technologies), anti-pAKT (Ser473) (4058S, Cell Signaling Technologies), anti-total AKT (9272S, Cell Signaling Technologies), anti-pLIMK (ab194798, Abcam), anti-p-Cofilin (Ser3) (3313L, Cell Signaling Technologies), anti-Cofilin (5175S, Cell Signaling Technologies), anti-alpha tubulin (3873S, Cell Signaling Technologies), IRDye -680nm conjugated-goat anti-rabbit (925-32211, LICOR) and IRDye-800nm conjugated-donkey anti-mouse (926-32212, LICOR). CD45-FITC (clone-30-F11, eBioscience), CD11b-APC (clone-M1/70, eBioscience), F4/80-PE (clone-BM8, eBioscience), CD45-FITC (clone-HI30, eBiosciences), CD14-PE (clone-61D3, eBioscience), CD68-PECy7 (Clone-eBioY1/82A, eBioscience), aqua amine (L34957, Fisher scientific), Compensation Beads (01-1111, eBioscience). CCL6 (mybioscience, MBS2529419), F4/80 (Biorad, MCA497GA), CCL23 (Atlas Antibodies, HPA042015), CD68 (Thermo Scientific, MA5-13324), CCR1 (R&D Systems, AF5986), TROMA (krt8) (DHSB), hCCR1 (SinoBiological, 100449-T46), EpCAM (ThermoFisher, MA5-12153). Anti-CCL6 (MAB000487, R&D systems) and anti-CCL23 (MAB371, R&D systems) |
| Validation      | Specificity of each antibody was validated by the manufacturer and data in the manuscript supports their specificity.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                                                                                                                                                                                                                     |
|---------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | The SKOV3ip.1 human ovarian carcinoma cell line was generously supplied by Dr. Gordon Mills (MD Anderson Cancer Center, Houston, TX). The ID8 mouse ovarian carcinoma cell line, derived from and syngeneic to mice of the C57BL/6 background, was generously provided by Dr. Katherine Roby (University of Kansas Medical Center, Kansas City, KS) |
| Authentication      | Cell lines were authenticated by IDEXX BioAnalytics. Detailed report will be provided upon request.                                                                                                                                                                                                                                                 |

|                                                                      |                                                                                                                   |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Mycoplasma contamination                                             | All cell lines used in this study was tested by IDEXX BioAnalytics and test results were negative for mycoplasma. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 6-8 weeks, female, inbred C57BL/6 (C57BL/6NHsd; immunocompetent) and nude (Athymic Nude-Foxn1nu; T-cell deficient) mice were obtained from Harlan Laboratories (Indianapolis, IN). |
| Wild animals            | N/A                                                                                                                                                                                |
| Field-collected samples | N/A                                                                                                                                                                                |
| Ethics oversight        | All animal studies were performed in accordance with Stanford APLAC approved protocols.                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                 |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | The isolated mouse and human omental cells were re-suspended in PBS supplemented with 1% FBS. In both the mouse and human flow panel, aqua amine (L34957, Fisher scientific) was used as the Live/Dead stain and Compensation Beads (01-1111, eBioscience) were used for compensation controls. |
| Instrument                | Labeled cells were sorted by flow cytometry on a BD InfluxFlow Sorter or analysis was performed on BD LSR II at Stanford shared FACS facility.                                                                                                                                                  |
| Software                  | Flow cytometry data was collected with BD FACS Diva software and analyzed with FlowJo                                                                                                                                                                                                           |
| Cell population abundance | For the RNA-seq analysis, CD45+CD11b+F4/80+ cells were sorted into buffer RLT and were processed immediately for RNA isolation. Labeled cells were sorted by flow cytometry on a BD InfluxFlow Sorter                                                                                           |
| Gating strategy           | Detailed gating strategy of mice and human omental macrophages are listed in Supplementary Figure 3A and B: Forward scatter vs. side scatter plot with gate 1 to separate singlets and gate 2 for cell events from debris and live-CD45 cells.                                                  |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

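Macrophages were sorted from the omentum and the mesenteric adipose tissue of C57BL/6 mice before the injection of ID8 cells and 24 h and 7 d after it, and their RNA was sequenced, with 1 library per condition and 6 libraries in all. The paper reports 43000000 to 66000000 paired-end reads of 75 bases per sample, of which 93% on average aligned and 87% aligned uniquely. The authors checked the reads with FastQC 0.11.4, aligned them to NCBI37/mm9 with STAR 2.4.2a and a UCSC annotation, and computed FPKM with Cufflinks 2.2.1. The deposited values are FPKM per gene symbol, with no further scaling between libraries visible in the table, whose columns sum to between 526887 and 713863. The methods also describe read counts from STAR and fold changes from DESeq2 1.12.4. These were not used here, and a count test was not run because FPKM are not counts.

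From the FPKM, differences between 2 libraries were computed on the log2(FPKM + 1) scale with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Genes with an FPKM of at least 1 in at least 1 library were called expressed, and a change of at least 2-fold was counted. The paper's methods give this threshold for the choice of genes for gene set enrichment. The paper's own test cannot be repeated without the counts. With 1 library per condition there is no estimate of the spread between replicates, so no test between conditions was made. An FPKM of 0 is reported as listed at 0, without a fold change. Relative depth was estimated from the commonest ratio of FPKM values below 0.1 in both libraries of a pair. It is approximate, since fragment length can differ between libraries, and it ranged from 0.853 to 1.49 times that of MY 0h. By this estimate, low values rest on fewer reads in OM 0h than in OM 7d.

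Principal components were computed on centred log2(FPKM + 1) values. Gene families and marker lists were fixed by gene symbol before the data were examined, except the gonadal list, which was written after the table had been seen and before its values were. A family's median was compared with 10000 random lists matched on 10 bins of mean expression. The genes named are those the paper names, the genes of the marker lists, and for OM 0h against MY 0h, OM 24h against OM 0h and OM 7d against OM 0h the 5 largest rises and falls among genes with an FPKM of at least 10 in at least 1 of the 2 libraries. Genes named outside this rule were chosen after their values were seen.

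Alternatives set before the data were examined were pseudocounts of 0.1 and 5, other filters on low values, a rescaling of the libraries by the median ratio, a rescaling to a sum of 1000000 (as TPM), a PCA on 500 genes or on scaled genes, the mean of the time points of a tissue, the chemokines of Fig. 2d alone, and a rank by difference in FPKM. Because no replicate spread exists, a count or a share of variance was taken as unchanged within 1.5 times of its value, and a log2 value within 0.58, which is the log2 of that factor. Changed-gene counts, random-list percentiles, PCA and relative depth were tested on simulated data of 13064 genes. All 200 genes given a change were found with 0 false calls. Their changes were set well above the threshold, in genes with a mean FPKM of at least 10 and with little noise. That result therefore checks the calculation and does not measure false calls in the libraries studied. Of the unshifted lists in the simulation, 13 of 200 fell outside the central 95% of the random lists.

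Positions come from the NCBIM37 assembly (mm9) and the GENCODE M1 annotation, which is not the UCSC annotation the authors used. Of the gene symbols of the table, 20711 matched it, and of the 13064 expressed genes 12063 did. The guide and primer sequences of the methods were matched exactly on both strands. No gene set annotation was used. Human samples, the migration assays and the microarray of the paper were not analysed here.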

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

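The tests in this part were chosen after the results were seen. Each tissue and time point has 1 library, so none of the differences between the tissues described here was tested, and variation between groups of animals cannot be told apart from any of them.

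Ccl6 changed in opposite directions in the tissues at 7 d, with a log2 fold change of -0.67 in the omentum and 1.23 in the mesentery, each against the naive library. Scaling was examined first. After rescaling to a sum of 1000000 the omental change was -0.52, still below 0. Neutrophil RNA would have had to fall in the omentum, and the neutrophil list rose there by 1.08. A change in the share of macrophage RNA would have had to move the macrophage list as far as Ccl6, and that list changed by -0.13 in the omentum and by 0.23 in the mesentery. None of these alone accounts for the opposite changes. The resident tissue macrophage list, for which no test was set, changed by -1.99 in the omentum and by -0.26 in the mesentery, so a change in the make-up of the omental macrophages is not excluded. A difference between the tissues in the response to ID8 cells may remain, as a hypothesis, with the variation between groups of animals untested.

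Among 25 genes examined, which were the chemokines of Fig. 2d with receptor and macrophage genes, 6 others changed in opposite directions by at least 1.5-fold in each tissue. At 7 d these were Ccl2 (0.90 in the omentum, -0.82 in the mesentery), Ccl12 (1.68 and -0.86), Ccl27a (1.01 and -0.62) and Cd163 (-2.22 and 1.03). At 24 h they were Ccl7 (2.35 and -0.64) and Timd4 (-0.995 and 0.70). The mesenteric FPKM of Ccl2 and Ccl7 was at most 1.47 and 0.931 at every time point, so these changes rest on low values. No explanation was tested for these 6 genes.

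The paper analyses these libraries as macrophages, and its text does not report on genes of other cell types in them. Of 13 lists of marker genes of other cell types, 6 had a mean log2(FPKM + 1) of at least 5 in at least 1 library, a level chosen after the values were seen. The highest means were 9.99 for the neutrophil list in OM 7d, 8.37 for the B cell list in OM 0h, 8.18 for the NK cell list in MY 0h, 7.14 for the T cell list in MY 7d, 6.15 for the mesothelial and epithelial list in OM 7d and 5.98 for the fibroblast list in OM 7d. For comparison, the macrophage list had means between 5.48 and 8.61. Of the 37 genes of these lists with an FPKM of at least 1, 31 (83.8%) had their highest value in the library where their list was highest. That library was chosen from the same genes, so this share is partly built in and is weak evidence for a common source of the genes of each list. It was 5 of 9 for the mesothelial and epithelial list and 5 of 7 for the neutrophil list. RNA of such cells in the sorted samples is a candidate source. The table cannot tell cells that passed the sort from free RNA or from RNA taken up by macrophages, and no biological explanation was tested.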

How the results depend on the processing

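No paired analysis was possible because each condition has 1 library. Of 263 values recomputed under alternatives set before the data were examined, 221 stayed within the tolerance, 38 moved beyond it with the same sign and 4 moved beyond it and changed sign. Some of the 221 could not have moved, such as the counts of changed genes with the filter left out. A further 234 values came from alternatives chosen after seeing the data, of which 62 moved. The causes of the shifts were not tested.

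Of the 37 recomputed log2 fold changes of Ccl6, 36 stayed within 0.58 of their value, and all kept their sign. In OM 0h against MY 0h it was 2.98 when the means of the 3 time points were compared, and between 4.25 and 4.50 otherwise. The rank of Ccl6 among chemokine ligands was less stable. It was 7 with a pseudocount of 0.1, 2 with a pseudocount of 5, 10 with the means of the time points, 1 among the chemokines of Fig. 2d and 1 by the difference in FPKM toward the omentum. Among the chemokines of Fig. 2d, in a comparison chosen after seeing the data, it was 4 with a pseudocount of 0.1 and 1 with a pseudocount of 5.

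The number of changed genes followed the handling of low values. With a pseudocount of 0.1 it was 3189 in OM 0h against MY 0h, 3599 in OM 24h against OM 0h, 2399 in OM 7d against OM 24h, 1242 in MY 24h against MY 0h, 912 in MY 7d against MY 0h and 1492 in MY 7d against MY 24h. With a pseudocount of 5 it was 1033 in OM 0h against MY 0h, 1165, 699 and 677 in OM 24h against OM 0h, OM 7d against OM 0h and OM 7d against OM 24h, 213, 143 and 255 in the same comparisons of the mesentery, and 1625 and 1174 between the tissues at 24 h and 7 d. Among genes with an FPKM of at least 1 in every library, in the same order, it was 1174, then 1424, 629 and 770, then 329, 204 and 460, then 1713 and 1023. This filter removes genes that are off in any library. Among genes with an FPKM of at least 10 in at least 1 of the 2 libraries, a filter chosen after seeing the data, it was 1157, then 1398, 768 and 812, then 327, 214 and 423, then 1746 and 1168. Leaving the filter out cannot change these counts, since a 2-fold change at a pseudocount of 1 requires an FPKM of at least 1. Under each of these settings more genes changed in the omentum than in the mesentery at 24 h and at 7 d against 0 h.

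Rescaling to a sum of 1000000 gave 2266 genes in OM 7d against OM 24h, beyond 1.5 times the 1508 of the values as deposited. After it, the median of all expressed genes was -0.19 in OM 0h against MY 0h, -0.16 in OM 24h against OM 0h, 0.13 in OM 7d against OM 0h, 0.36 in OM 7d against OM 24h and -0.27 in OM 24h against MY 24h, while it lay between -0.0145 and 0.0512 in the values as deposited. The share of changed genes that were higher moved from 50.4% to 38.1% in OM 0h against MY 0h, from 64.9% to 50.4% in OM 24h against OM 0h, from 60.9% to 82.4% in OM 7d against OM 24h, from 64.8% to 49.15% in MY 24h against MY 0h, from 34.2% to 46.2% in MY 7d against MY 24h and from 57.6% to 40.7% in OM 24h against MY 24h.

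The genes at least 2-fold apart between every omental and every mesenteric library numbered 1053 with a pseudocount of 0.1, 285 with a pseudocount of 5 and 260 among genes expressed in every library, against 634. The first component held 41.5% of the variance and the second 23.9% when genes were scaled to unit variance. The second held 8.26% with the 500 most variable genes.

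Of 125 recomputed family medians, 120 stayed within the tolerance. With a pseudocount of 5, the chemokine ligand median in OM 7d against MY 7d was 1.57 in place of 2.22. In all, 14 of them changed sign, 10 of these by less than the tolerance. Rescaling to a sum of 1000000 accounts for 4 of those 10, the median-ratio rescaling for 1, and the restriction to genes with an FPKM of at least 1 in every library for 5. Under that restriction 4 more medians changed sign by more than the tolerance: the TNF superfamily in OM 24h against OM 0h (0.55) and cell adhesion molecules in OM 7d against OM 0h (-0.23), in OM 24h against MY 24h (-0.21) and in OM 7d against MY 7d (-0.0191). Fold changes of single named genes and highest means of marker lists gave 212 values, 51 of them beyond the tolerance. Of the fold changes of single genes 1 changed sign, that of Ccl4 in OM 0h against MY 0h (0.19, and -0.0405 after rescaling to a sum of 1000000). The estimated relative depth differed by up to 1.75 times between libraries, a wider range than that of the read numbers the paper reports. The estimate is therefore rough. A difference in depth would limit the genes at low FPKM most.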

Differences from the paper's values

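The paper reports 1283 differentially expressed genes between naive omental and mesenteric macrophages. Its methods state no cutoff for this number. At least 2-fold changes on the log2(FPKM + 1) scale numbered 2119. Among the alternatives set before the data were examined, the number came within 1.5 times of the paper's with an FPKM of at least 1 in every library (1174), with an FPKM of at least 5 in at least 1 library (1733) and with a pseudocount of 5 (1033). It did not without a filter (2119), with a pseudocount of 0.1 (3189), with the median-ratio rescaling (2116) or with a sum of 1000000 (2736). A filter on an FPKM of at least 10 in at least 1 of the 2 libraries, chosen after seeing the values, gave 1157.

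The second principal component holds about 8% of the variance in Fig. 2c, read by eye, and held 15.4% here. Of the alternatives set before the data were examined, the 500 most variable genes gave 8.26%. The other 8 gave between 14.5% and 23.9%.

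The log2 fold change of Ccl6 is about 2.8 in Fig. 2e, read by eye, where the legend names timepoint zero. The naive libraries gave 4.46. Of the alternatives set before the data were examined, the fold change of the mean FPKM over the 3 time points of each tissue gave 2.98. The pseudocounts and rescalings gave between 4.25 and 4.50.

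The paper places CCL6 at rank 1 among the chemokines by fold change in naive omental macrophages. Its rank here was 3 of 30, after Pf4 and Cxcl2. Of the alternatives set before the data were examined, the rank was 1 among the chemokines of Fig. 2d and 1 by the difference in FPKM toward the omentum. It was 7 with a pseudocount of 0.1, 2 with a pseudocount of 5, 10 with the means of the time points, and 3 with the median-ratio rescaling, with a sum of 1000000 and with an FPKM of at least 5. The rank among the chemokines of Fig. 2d, whose names were read by eye, depends on the pseudocount: it was 4 with 0.1 in a comparison chosen after seeing the values.

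The paper states that the gene signature of mesenteric macrophages did not change after the injection. Here 565 genes differed at least 2-fold at 24 h and 364 at 7 d, fewer than in the omentum. The paper states that CCL6 increased in omental and not in mesenteric macrophages. Here its FPKM at 24 h was 8.21 times its naive value in the mesentery and 2.45 times in the omentum, and at 7 d it was 2.38 times in the mesentery and 0.630 times in the omentum.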

Other observations

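For Ccl6 in the mesentery at 24 h, the tests of scaling and of macrophage RNA were chosen after the result was seen, as were those of macrophage RNA in the naive comparison, both tests of Ccl6 in the omentum at 24 h, both tests of stress genes, and the tests of mesothelial RNA and of Cd74. The tests of low expression and of listed zeros used filters chosen after the data had been seen. The remaining tests here were fixed before their values were seen. With 1 library per condition, variation between groups of animals could not be examined for any of them.

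The rise of Ccl6 in the mesentery at 24 h was the largest change of this gene over time. Scaling did not account for it: the log2 fold change was 3.00 after the median-ratio rescaling and 2.95 with the 50 highest genes of each library left out of a rescaling to 1000000. Shared reads did not either, since 0% of the 75-base windows of its coding transcript occur in a coding transcript of another gene. If omental cells had entered the MY 24h library, genes 4-fold higher in OM 0h than in MY 7d would have risen and those 4-fold lower would have fallen. The medians were 0.14 over 351 genes and 0.14 over 224 genes. The pancreas list, for which no test was set, rose by 1.74 in MY 24h against MY 0h, to a mean of 2.52. Its mean was 2.93 in OM 0h, 0.79 in MY 0h and 0.24 in MY 7d. RNA from other tissue in the MY 24h library is therefore not excluded. The neutrophil and monocyte lists changed by -0.46 and -0.18. Within the neutrophil list, Retnlg rose by 2.67 and Mmp8 by 0.06, while S100a8, S100a9, Camp, Ngp and Elane fell. The macrophage list rose by 1.05, less than Ccl6. The resident tissue and large peritoneal macrophage lists, for which no test was set here, rose by 0.62 and 0.98. A change in the make-up of the mesenteric macrophages is therefore not excluded. The eosinophil list rose by 0.67, below the limit of 1 set for it, but this mean does not exclude eosinophil RNA. Epx and Ear1 were listed at 0 in both libraries, while Ccr3 rose by 3.05 and Siglec5 by 2.27, and Prg2 fell by 0.75. A response of mesenteric macrophages to the injection may be another explanation, and the table cannot tell these apart.

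The higher Ccl6 in naive omental than in naive mesenteric macrophages had a log2 fold change of 4.46. The eosinophil list differed by -0.29 and the large peritoneal macrophage list by 0.81, below the limit of 1 set for each. The macrophage list differed by 0.99, against a limit set at the difference of Ccl6 itself. The resident tissue macrophage list, for which no test was set, was higher in the omentum by 2.05. Expressed genes of the length decile of Ccl6 had a median of 0.0144, and those of its GC decile a median of 0.0574. The neutrophil list was higher in the omentum by 3.35 and the monocyte list by 1.11. RNA of neutrophils or monocytes in the sorted cells, or a different make-up of the macrophages, therefore remains a candidate source of part of the difference.

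The rise of Ccl6 in the omentum at 24 h was 1.29, and 1.09 after rescaling to a sum of 1000000, so scaling alone did not account for it. The macrophage list rose by 2.14, more than Ccl6. A larger share of macrophage RNA in the OM 24h library may therefore account for the rise, and the table cannot tell this from a rise within each cell.

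In OM 24h and OM 7d, 44 genes had an FPKM of at least 10 after less than 1 in OM 0h, against 1 such gene in the mesentery. Among them were Amhr2 (0.398, 222.9 and 315.4 in OM 0h, OM 24h and OM 7d) and Gata4 (listed at 0, then 25.9 and 33.1), and 12 of the 44 reached an FPKM of 1 in a mesenteric library. A list of 10 gonadal genes, written after the table and before its values were seen, rose by 1.33 at 24 h and by 2.04 at 7 d. Gata4 is on this list and is also among the 44 genes chosen for their rise, so part of this was built in. Without it, in a computation made after the result was seen, the other 9 genes rose by 0.95 and 1.70, the former just below the limit of 1 set for the list. Of all 10 genes, 4 had an FPKM of at least 1 at both times: Gata4, Nr5a1 (0.0135, 8.85 and 14.1), Inha (listed at 0, then 5.26 and 24.1) and Wnt4 (1.39, 7.54 and 22.3). None reached it in a mesenteric library. RNA of cells of gonadal type, which could include the injected ID8 cells, remains a candidate source, for which the gonadal list alone is weak evidence. The mesothelial and epithelial list also rose, by 2.37 and 2.69. It holds Krt8 (19.9, 129.8 and 111.0 in OM 0h, OM 24h and OM 7d) and Krt18 (9.60, 145.1 and 116.5). The paper detects ID8 cells by staining for CK8/18, so a rise of this list cannot tell mesothelial RNA from RNA of ID8 cells. Of the 44 genes, 20 rose by more than every gene of that list at both times, but they were chosen for a large rise, so a larger share of mesothelial RNA cannot be ruled out.

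The dissociation stress list (11 genes, among them Fos, Egr1 and Hspa1a) was higher in the omental than in the mesenteric library by at least 3.62 at each time point and by up to 3.93. Its median in OM 0h against MY 0h was 4.06, at the percentile 100 of random lists matched on expression, so the level of its genes did not account for it. A difference in handling before the RNA was taken may be the source, although the deposited description gives the same dissociation kit for both tissues, and times and temperatures are not given there. Activation of the cells in the tissue would give the same difference, and the table cannot tell them apart.

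Cd74 was the only gene listed at 0 in 1 library with an FPKM of at least 10 in each of the other 5. The class II genes H2-Aa, H2-Ab1 and H2-Eb1 rose in the same library, by at least 0.52. A failed estimate is a likely source of this 0, and the large fall of Cd74 should not be read as a change. With Cd74 left out, the mean of the antigen presentation list was 11.18 in OM 24h and 10.85 in OM 0h.

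Several of the largest changes were in short RNA genes. In MY 7d against MY 0h, 43.5% of 62 expressed genes under 200 bases changed at least 2-fold, against 2.45% of 12001 longer genes, a ratio of 17.8. The length of these genes is a candidate source, since FPKM of very short genes rest on few fragments. No biological explanation was tested.

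More genes changed over time in the omentum than in the mesentery. At 24 h the ratio of the numbers was 4.28 among genes with an FPKM of at least 10 and 4.35 without genes listed at 0. Neither low expression nor listed zeros accounted for the excess at 24 h. At 7 d the numbers were 1688 in the omentum against 364 in the mesentery. They were 768 against 214 with the first filter and 1529 against 321 with the second. The excess at 7 d was smaller in proportion with the first filter, so low expression may carry part of it. The part that changes in the share of other cell types had in these numbers was not measured. The split of the 6 libraries by tissue gave 634 genes at least 2-fold apart. Of the 10 splits into 3 and 3, only 1 gave as many, the split by tissue itself, and 10 splits cannot give a share below 0.1.

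In the paper's source data for Fig. 2h, CCL6 protein in conditioned media of whole naive tissue averaged 5240 pg/mL for the omentum and 434.1 pg/mL for the mesenteric fat (5 values each, the paper's), a ratio of 12.1. The ratio of Ccl6 FPKM between the naive sorted libraries was 22.7. These are different samples and different measures.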
